# A Mouse Mutation That Dysregulates Neighboring *Galnt17* and *Auts2* Genes Is Associated with Phenotypes Related to the Human AUTS2 Syndrome

**DOI:** 10.1534/g3.119.400723

**Published:** 2019-09-25

**Authors:** P. Anne Weisner, Chih-Ying Chen, Younguk Sun, Jennifer Yoo, Wei-Chun Kao, Huimin Zhang, Emily T. Baltz, Joseph M. Troy, Lisa Stubbs

**Keywords:** Neurological development, Autism, Translocation, Gene regulation, Syndromic phenotypes

## Abstract

*AUTS2* was originally discovered as the gene disrupted by a translocation in human twins with Autism spectrum disorder, intellectual disability, and epilepsy. Since that initial finding, *AUTS2*-linked mutations and variants have been associated with a very broad array of neuropsychiatric disorders, sugg esting that *AUTS2* is required for fundamental steps of neurodevelopment. However, genotype-phenotype correlations in this region are complicated, because most mutations could also involve neighboring genes. Of particular interest is the nearest downstream neighbor of *AUTS2*, *GALNT17*, which encodes a brain-expressed N-acetylgalactosaminyltransferase of unknown brain function. Here we describe a mouse (*Mus musculus*) mutation, T(5G2;8A1)GSO (abbreviated 16Gso), a reciprocal translocation that breaks between *Auts2* and *Galnt17* and dysregulates both genes. Despite this complex regulatory effect, 16Gso homozygotes model certain human *AUTS2*-linked phenotypes very well. In addition to abnormalities in growth, craniofacial structure, learning and memory, and behavior, 16Gso homozygotes display distinct pathologies of the cerebellum and hippocampus that are similar to those associated with autism and other types of *AUTS2*-linked neurological disease. Analyzing mutant cerebellar and hippocampal transcriptomes to explain this pathology, we identified disturbances in pathways related to neuron and synapse maturation, neurotransmitter signaling, and cellular stress, suggesting possible cellular mechanisms. These pathways, coupled with the translocation’s selective effects on *Auts2* isoforms and coordinated dysregulation of *Galnt17*, suggest novel hypotheses regarding the etiology of the human “AUTS2 syndrome” and the wide array of neurodevelopmental disorders linked to variance in this genomic region.

Autism Susceptibility Candidate 2 (*AUTS2*) was originally identified as the gene disrupted by reciprocal translocation in human twins with Autism spectrum disorder (ASD), intellectual disability (ID), and epilepsy (Sultana *et al.* 2002). Since that first report, hundreds of mutations or variants in the *AUTS2* genomic region have been identified, most of which correspond to translocations, duplications, deletions or other types of genomic rearrangements. Detailed analyses of genotype-phenotype associations have revealed ID and developmental delay as core features of the “AUTS2 syndrome”. However, other phenotypes, including the stereotypic behaviors and abnormal social development characteristic of ASD, feeding difficulties, reduced postnatal growth, epilepsy, microcephaly and characteristic craniofacial abnormalities are also observed in substantial subsets of patients (Beunders *et al.* 2013; Beunders *et al.* 2016). In addition to the syndromic phenotypes associated with genome rearrangements, *AUTS2*-linked single nucleotide polymorphisms (SNPs) have been associated with Attention Deficit Hyperactive Disorder (Elia *et al.* 2010), dyslexia (Girirajan *et al.* 2011), schizophrenia (Zhang *et al.* 2014a), bipolar disorder (Hamshere *et al.* 2009), depression (Myung *et al.* 2015), language disorders (Chen *et al.* 2017; Amarillo *et al.* 2014) and addiction (Kapoor *et al.* 2013; Chen *et al.* 2016; Chen *et al.* 2013). Association with this very wide range of psychiatric disorders suggests that mutations in this region disrupt the functions of genes with central roles in neurodevelopment.

Most attention has focused on the *AUTS2* gene itself, a complex locus spanning more than 1.5 million base pairs (Mbp) that generates distinct protein isoforms from several alternative promoters. Patients carrying two rare exonic deletions in the longest *AUTS2* isoform have been studied in depth, and display central AUTS2 syndrome features including ID and developmental delay as well as ASD, feeding difficulties, growth deficits, microcephaly, and craniofacial abnormalities, supporting the importance of *AUTS2* in these phenotypes (Beunders *et al.* 2015). Studies in *Drosophila* (Schumann *et al.* 2011), zebrafish (Oksenberg *et al.* 2013) and mice (Hori *et al.* 2015; Hori *et al.* 2014; Gao *et al.* 2014) have further demonstrated important roles for *Auts2* in neurogenesis and neuron differentiation. In particular, the mouse studies have revealed that cytoplasmic AUTS2 protein isoforms control the formation of lamellipodia and filopodia, thus impacting neuronal migration and neurite formation (Hori *et al.* 2014), whereas nuclear AUTS2 serves as a co-factor in a novel PRC1gene regulatory complex (Gao *et al.* 2014). Global *Auts2* loss-of-function (LOF) is lethal in homozygous form, associated with grossly disrupted cortical layering and neurite extension deficits (Hori *et al.* 2014). On the other hand, heterozygotes are viable with decreased exploratory activity, reduced anxiety-related behaviors, developmental delay and memory impairments (Hori *et al.* 2015). Furthermore, mice homozygous for a conditional knockout affecting only the longest *Auts2* isoform are viable but small, with abnormal vocalization and delayed development of righting reflexes (Gao *et al.* 2014).

Despite these important clues and an intensive focus on human patients over the past several years, many questions regarding genotype-phenotype relationships in this genomic region remain unanswered. The complexity added by the existence of multiple *AUTS2* isoforms is clearly a significant part of this puzzle. Additionally, most mutations correspond to genomic rearrangements that could possibly affect the expression of neighboring genes. In this regard, the immediate downstream neighbor of *AUTS2*, *GALNT17* (previously named *WBSCR17*), is of particular interest. *GALNT17* encodes a brain-expressed N-acetylgalactosaminyl transferase (GalNAcT) that, like *AUTS2*, regulates the formation of lamellipodia, with impact on cell adhesion and motility (Nakayama *et al.* 2012). However, *Galnt17* mutants have not been examined and virtually nothing is known about the expression or functions of this GalNacT protein in neurons or the brain.

Here we present the characterization of a novel laboratory mouse mutation identified in a genetic screen, T(5G2;8A1)GSO (or 16Gso), a reciprocal translocation breaking between *Auts2* and *Galnt17* that, presumably through the disruption of regulatory interactions, leads to the mis-expression of both genes. We investigated the behavioral and neuropathological phenotypes of mutant animals and integrated these data with gene expression analysis to develop new hypotheses regarding the functions of both genes, and new clues to the neurodevelopmental correlates of AUTS2 syndrome phenotypes.

## Material and Methods

### Animals and Tissue Collection

The generation of 16Gso mice has been described previously (Elso *et al.* 2008; Weisner 2015). The genotypes studied here were in mice maintained on a C57BL/6 X C3H/He F1(B6C3) genetic background. In order to efficiently collect animals of each genotype for testing, 16Gso homozygotes (simplified as 16GsoT/+) were generated by breeding homozygous parents; heterozygotes were collected separately in crosses involving 16Gso homozygotes (abbreviated as 16GsoT/T) and wild type (WT) mice. Animals were housed under standard conditions (12h light/dark cycle, group-housed). This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee of the University of Illinois (Animal Assurance Number: A3118-01; approved IACUC protocol number 18240).

### Mapping and sequencing the 16Gso translocation breakpoint

Metaphase chromosome FISH was performed as previously described (Elso *et al.* 2004). BACs from the RP23 and RP24 BAC libraries were used as template for FISH probes. The breakpoint region was narrowed by determining BACs that were above, below or split by the breakpoint region by co-hybridization with a control BAC used to mark proximal regions of chr5 and chr8. The analysis identified two overlapping chr5 BAC clones (RP23-7a8 and RP23-283H6) and two chr8 clones (RP24-234k3 and RP24-234a5) that spanned breakpoint sites. We chose ∼500 kb intervals surrounding the regions of BAC overlap for hybrid selection and deep sequencing. Both hybrid selection and sequencing were performed by Otogenetics Inc. (Atlanta), and approximately 30X depth of paired-end Illumina sequence reads from two 16GsoT/T and two WT animals for each region was returned for our analysis. We mapped reads to the mm9 genome build using Bowtie software (Langmead *et al.* 2009), and identified sets of paired ends that mapped to different chromosomes. Of those reads, we found clusters of end-pairs with one end mapping to a region of chr5 and the other end mapping to chr8; these were the only endpairs to map repeatedly to any genomic region. Finally, we developed primers from regions of chr5 and 8 covered by the clustered clones, and used PCR to generate and sequence chr5;8 and chr8;5 breakpoint spanning regions. New primer sets were designed around the breakpoint site for reliable PCR genotyping.

### Mouse Phenotypic tests

WT, 16GsoT/+ and 16GsoT/T pups were tested for developmental delay at postnatal day 5 (P5), P6, P7, P8 and P9, in the form of the righting reflex; the same animals were tested for freezing, repetitive behavior and novel object recognition tasks at 6-8 weeks old. The weight for each animal was also measured at P5, P7, P9 and P35.

#### Righting reflex:

righting reflex test was modified from a previous study (Castelhano-Carlos *et al.* 2010). The pups were flipped and the time for them to turn back to their original position was recorded. Different degrees of performance on turning back were assigned to specific score for each day of the testing, score 0 = failed to turn back within 15 sec; score 1 = pups turned back between 10 to 15 sec; score 2 = pups successfully made right turn within 10 sec for the first time; score 3 = pups successfully made right turn within 10 sec for the second time.

#### Freezing behavior:

the freezing time was measured when the mouse was placed in a novel environment, a 35 cm × 30 cm paper box, for 10 min.

#### Repetitive behavior (grooming):

The average grooming time per episode in 10 min interval was measured, when mice were placed in an empty box as used in freezing tests.

#### Novel object recognition (NOR):

NOR tasks were followed as previously described (Botton *et al.* 2010). Tasks included three sessions: habituation, training and retention. In the habituation session, the mouse was placed in an empty 35 cm × 30 cm paper box for 10 min, and returned to its home cage. The training session was held 24 hr after the habituation session. In the training session, two novel objects (Legos were used in this experiment) were placed in the box, and the exploratory behavior was monitored for 10 min. In the retention session, which was carried out 24 hr after the training session, one of the familiar Legos from training session was exchanged for a new Lego, and the mouse was allowed to explore both objects for 5 min. Exploratory behavior was defined as sniffing or touching the objects. The exploratory index was calculated as exploration time on novel object to total exploration time, as a percentage.

#### Home cage activity:

Home cage activity was also monitored for adult animals between three and seven months of age. Activity was monitored continually for 7 days, during which animals were singly housed, using overhead cameras under white or red light and Topscan software to track animal movement.

#### Skull Measurements:

mouse skulls were cleaned of skin and viscera, and the snout was measured from the distal tip to the anterior notch of the frontal process, lateral to the infraorbital fissure. Measurements were also taken from the distal tip of the snout to the bregma, the midline intersection of the frontal and parietal bones, and to the intersection of the interparietal bones and occipital bones at the base of the skull.

### Immunohistochemistry

Isolated tissues were fixed in fresh 4% paraformaldehyde, embedded in paraffin, and cut into 5-6 µm sections using a Leica RM2155 microtome and Super Plus charged slides. Cerebellum (CB) slices were sectioned into sagittal sections, and hippocampus (HC) sections were in coronal orientation. For IHC, the primary antibody was used at optimal ratio in Antibody Diluent Reagent Solution (Life Technologies) and incubated overnight at 4°. Slides were then washed and incubated with secondary antibody (1:200) in antibody diluent for 1 hr at room temperature. Slides were further washed and stained with Hoecsht 3342 and scanned under Zeiss LSM 710 Confocal Microscope for further analysis. Primary antibodies: MAP2 (Abcam ab5392, 1:300), AUTS2 (Sigma HPA000390, 1:200), WBSCR17 (LSBio LS-B14501, 1:250), Calbindin D-28K (Sigma C9848, 1:300), Calretinin (Santa Cruz sc-365989, 1:300), CNPase (Millipore MAB326, 1:250), DRD2 (Millipore AB5084P, 1:200), GFAP (Invitrogen 180063, 1:300), GAD 65/67 (Santa Cruz sc-365180, 1:200), Tbr2 (Abcam ab23345, 1:100), cFos (Abcam ab190298, 1:200); Secondary antibodies (Thermo-Fisher Scientific): Goat anti-Mouse IgG (Alexa Fluor 488, A11001), Goat anti-Rabbit IgG (Alexa Fluor 594, A11012), Donkey anti-Rat IgG (Alexa Fluor 594, A21209).

### Histopathology

Paraffin-embedded slides were stained with hematoxylin and eosin (H&E). For CB, sections were taken from the midline, spaced at 600 micrometer intervals in adults, 300 micrometer intervals in P14 animals, and 200 micrometer intervals in P7 animals. Purkinje cells (PCs) were counted by two independent researchers who were blinded to the genotypes of the animals (n = 3 of each genotype and age), and who were trained to identify cells based on size and morphology. For the hippocampal cell density experiment, the cells were counted in randomly assigned 90 µm × 90 µm squares in dentate gyrus, CA3, and CA1 on 20X magnification, from slides taken from dorsal regions of the HC (n = 3 mice of each genotype and age). The thickness of the cell layer was measured through NanoZoomer Digital Pathology software.

### RNA-seq analysis

CB and HC tissues were collected from P14 and P35 WT and 16GsoT/T, and RNA was purified using Trizol followed by 45 min of RNase-free DNase I treatment (NEB) and RNA Clean & Concentrator Kit (Zymo Research). The quality of RNA was tested by Agilent BioAnalyzer, and Illumina libraries were generated using the KAPA Stranded mRNA-Seq kit with MRNA Capture Beads (Kapa Biosystems). Sequencing was performed on Illumina Hi-Seq 2000 sequencers. Reads were mapped using Tophat2 software (Kim *et al.* 2013), transcripts quantified using HT-seq count (Anders *et al.* 2015), and differential expression determined using the edgeR package (Robinson *et al.* 2010) as we have previously described (Saul *et al.* 2017). Differentially expressed genes determined with fdr ≤ 0.05 were analyzed for functional enrichment using DAVID (Huang da *et al.* 2009).

### Quantitative RT-PCR (qRT-PCR)

RNA was prepared from snap frozen tissues and purified using Trizol (Invitrogen) extraction followed by 45 min of RNase-free DNase I treatment (NEB) and RNA Clean & Concentrator Kit (Zymo Research). cDNA was then prepared using a total of 2 ug RNA in a 20 µl reaction with Random Primer Mix (NEB) and M-MuLV Reverse Transcriptase (NEB). qRT-PCR was then carried out using custom-designed primers sets specific for *Auts2* isoform transcripts (Table S2) with Power SYBR Green PCR master mix (Applied Biosystems) in a final volume of 10 μl. Reactions were run on an ABI 7900 thermocycler for 40 cycles with an annealing temperature of 60°. Expression values were normalized relative to the Pgk1 control in each sample and compared using standard methods (Livak and Schmittgen 2001).

### Data availability

All data and resources reported in this manuscript are publicly available. Sequencing data reported in this paper has been deposited into the GEO database under accession number GSE132684. The results of sequence analysis are presented in Table S2 and full listing of enriched functional categories from DAVID analysis in Table S3. Oligonucleotide primers used for qRT-PCR are list in Table S4. Data from behavioral tests and represented as graphs in this manuscript are presented in Table S1, and H&E stains of 16Gso T/T and WT cortex are presented in Fig. S1. Sequence confirming the expression of novel *Auts2* isoform T6, which is identical to that in an ENSEMBL model and mouse ESTs as reported, is also provided in Supplemental Text. Supplemental material available at FigShare: https://doi.org/10.25387/g3.9887540.

## Results

### Genetic and molecular analysis of the 16Gso mutation

The 16Gso mutation arose in a genetic screen of the offspring of males exposed to *bis*-acrylamide, a treatment that efficiently generates reciprocal translocations in late stage spermatocytes (Stubbs *et al.* 1997). Karyotype analysis confirmed that the animals carried a reciprocal translocation affecting chromosome 5 (chr5) band G2 and chromosome 8 (chr8) band A1 (Stubbs *et al.* 1997). Heterozygotes for the 16Gso translocation (hereafter abbreviated as 16GsoT/+ for simplicity) were overtly normal, and although most 16Gso homozygotes (16GsoT/T) survived to adulthood and were fertile, they were generally smaller than wild type (WT) littermates, and were otherwise frankly abnormal in appearance and behavior.

To map the 16Gso breakpoint more precisely, we used methods described previously (Elso *et al.* 2004; Robinson *et al.* 2005; Elso *et al.* 2013; Bolt *et al.* 2014), selecting bacterial artificial chromosome (BAC) clones from chr5 and chr8 to use as probes in fluorescent *in situ* hybridization (FISH). This narrowed the breakpoint to BAC overlap regions of approximately 130 kb on chr5 (chr5:131,812,581-131,945,233 in NCBI build 37) and ∼193kb on chr8 (chr8:12,244,884-12,437,596). Next, we enriched DNA spanning approximately 500 kb around both breakpoint regions with hybrid-selection based-methods and focused on paired ends mapping to different chromosomes - with one end on chr5 and the other on chr8 – to pinpoint the location of the breakpoint. Finally, we used PCR to confirm, isolate and sequence *trans*-breakpoint DNA fragments to reveal the structure of the translocation breakpoints.

The sequence of these breakpoint junction fragments confirmed the fusion of chr5 and chr8 sequences in 16Gso DNA (Figure 1A). The 16Gso breakpoint is located about 70kb upstream of *Sox1* on chr8 (mm9 coordinates chr8:12325249); on chr5 it is situated between *Galnt17* and *Auts2*, ∼72 kb upstream and 60 kb downstream of those genes, respectively (chr5:131854998) (Figure 1B, red arrows). Like other germline translocations we have sequenced (Elso *et al.* 2008; Elso *et al.* 2013; Bolt *et al.* 2014; Elso *et al.* 2004; Robinson *et al.* 2005), the T(8;5) and T(5;8) 16Gso breakpoints are simple in structure, with small deletions (6 and 8 bp on chr 5 and chr8, respectively) and short (1-3 nucleotide) duplications at the breakpoint fusion sites, the classic signature of non-homologous end-joining repair. Aside from these short deletions and duplications at the breakpoint site, we saw no evidence of further rearrangement in the DNA sequence or in extensive FISH and genomic PCR across both breakpoint regions.

**Figure 1:**
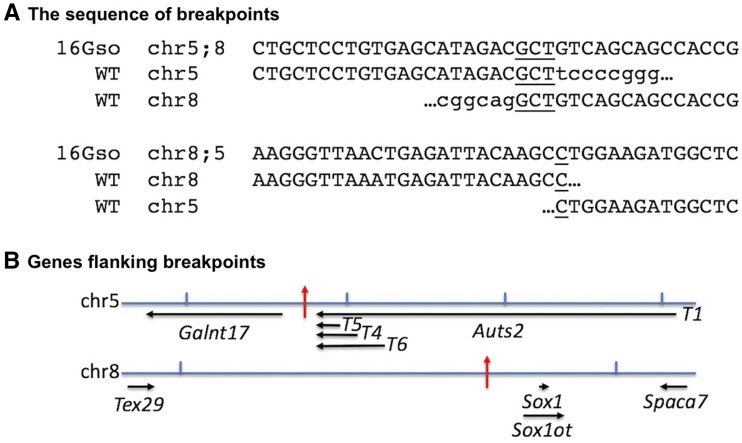
Sequence and genomic map location of the 16Gso translocation breakpoints. (A) Sequences obtained by PCR across the 16Gso breakpoint aligned with the WT sequence at the same genomic sites. Sequences that align between WT chr5 and chr8 and the mutant DNA sequences are shown in caps, while lower case letters represent WT sequences beyond the breakpoint site. The alignment revealed the deletions on both translocated chromosomes (underlined), involving one copy of a homologous triplet (GCT) shared by the two WT chromosomes in the translocated chr5;8, and deletion of a single C at the chr8;5 breakpoint site. (B) The breakpoint-flanking sequences mapped between *Galnt17* and *Auts2* genes on chr5, and upstream of *Sox1* on chr8 (red arrows on each chromosome map). Genes are drawn to scale within each map; arrows indicate direction of transcription for each gene. For *Auts2*, transcripts T1, T4, T5, and T6 are labeled at the locations of their promoters. Above both maps, vertical lines demark a genomic distance of 500 kb.

### Initial phenotypic characterization of 16Gso mutants

16GsoT/T mice were selected for study because they displayed several obvious physical and behavioral phenotypes, including a relatively shortened skull due specifically to reduced length of the snout (Figure 2A; Table 1; Table S1). In addition, 16GsoT/T adults displayed stereotypic behaviors, such as repetitive self-grooming (Figure 2B). Mature 16GsoT/T animals froze in place for extended periods in response to even minor stressors such as handling or after placement in novel environments, suggesting increased levels of anxiety (Figure 2C). Furthermore, some older 16GsoT/T adults (>6 months old) displayed obvious seizures under stressful (*e.g.*, testing) conditions. In contrast, younger 16GsoT/T animals never displayed this seizure phenotype, and none of the many 16GsoT/+ mice we have observed have exhibited seizures at any age.

**Figure 2:**
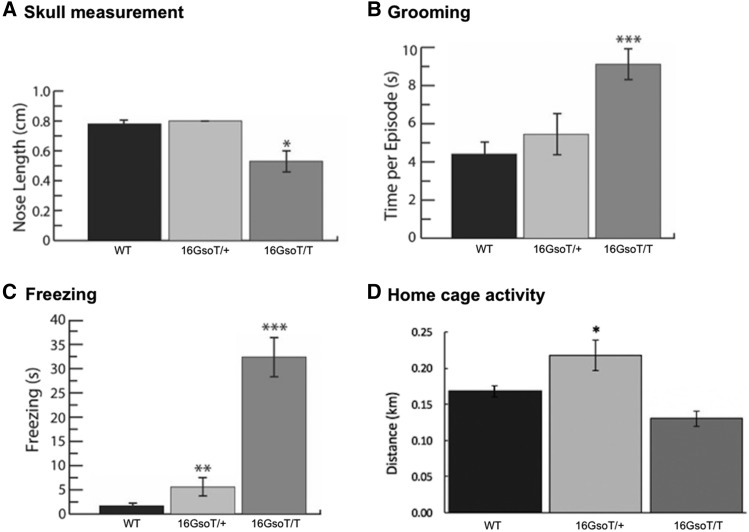
Phenotypic features in 16GsoT/T mutants. (A) Skull measurement: the length from base to tip of the nose was significantly decreased in 16GsoT/T (n = 3) compared to WT (n = 4) and 16GsoT/+ mice (n = 3). (B) Repetitive grooming behavior: the average grooming time for each episode within a 10 min experimental period was significantly increased in 16GsoT/T (n = 9) compared to WT (n = 11) and 16GsoT/+ (n = 12). (C) Freezing behavior: 16GsoT/T (n = 14) froze more in the novel environment compared to WT (n = 10) or 16GsoT/+ (n = 14) in 10 min experimental period. (D) Home cage activity: the average distance traveled (quantified through Topscan software) was increased in 16GsoT/+ (n = 10), but there was no significant difference between WT (n = 9) and 16GsoT/T (n = 5) animals. Skull measurement: ANOVA, *P < 0.05. Grooming and freezing: t- Test, **P < 0.01; ***P < 0.001. Home cage activity: Tukey’s test, *P < 0.05.

**Table 1:** Phenotypes detected in 16GsoT/T mice compared with those identified in published KO mutants, AUTS2 syndrome, and ASD human patients

Phenotype	16Gso T/T	*Sox1 −/−**^a^*^,^*^b^*	Auts2−/−*^c^*	Auts2-/+*^d^*	Auts2-T1−/−*^e^*	Related phenotypes in *AUTS2* or ASD patients*^f^*
Small size, low postnatal growth	+	—	nr	+	+	Low birth weight, short stature
Delayed righting	+	nr	.	+	nr	Developmental delay
Learning and memory deficits	+	—	.	+	nr	Intellectual disability
Cortical layering defects	—	—	+	*-*	nr	Intellectual disability
Abnormal skull/nose length	+	—	nr	nr	nr	Dysmorphic features
Freezing behavior, anxiety	+	+	.	nr	nr	Adverse response to novelty, anxiety
Reduced exploratory activity	+	nr	.	+	nr	Intellectual disability
Abnormal nesting	+	nr	.	nr	nr	Abnormal social behavior
Repetitive grooming behaviors	+	—	.	nr	nr	Stereotypic behavior, obsessive compulsive behavior
Seizures	+	+	.	nr	nr	Epilepsy*^f^*^,^*^g^*
Abnormal Purkinje Cell differentiation	+	—	.	nr	nr	ASD*^h^*
Abnormal Purkinje Cell dendrites	+	—	.	nr	nr	ASD*^h^*
Purkinje Cell loss	+	—	.	nr	nr	ASD*^h^*
Abnormal numbers and packing of hippocampal neurons	+	—	.	nr	nr	ASD*^h^*

+ in each column denotes that the phenotype has been observed; - denotes that the phenotype was investigated but not detected; nr = not reported; . = not applicable (animals die around the time of birth).

Data taken from ^*a*^Malas *et al.*, 2003

b Sottile *et al.*, 2006

c Hori *et al.*, 2014

d Hori *et al.*, 2016

e Gao *et al.*, 2014

f Summarized from (Beunders *et al.* 2013) unless otherwise noted

g (Sultana *et al.* 2002)

h (Amaral *et al.* 2008).

In contrast to these abnormal behaviors under stress, 16GsoT/T mice displayed mostly normal behaviors when left undisturbed in their home cage, with no differences from WT animals in overall levels of activity throughout the day (Figure 2D). In their home cages, the mutants can be observed grooming cagemates and sleeping in pairs in a manner not significantly different than WT mice. For the above-mentioned phenotypes and others described below, we tested males and females separately and noted some quantitative and age-dependent differences, but males and females followed very similar trends. The single exception was repetitive self-grooming, which male but not female 16GsoT/T animals displayed (Table S1).

16GsoT/+ mice were normal for most of the 16GsoT/T phenotypes we documented, supporting a primarily recessive inheritance. However, the fact that 16GsoT/+ male (but not female) animals display a slight increase in freezing behavior (Figure 2C) and home cage activity (Figure 2D**)** indicated the possibility of subtle semi-dominant effects.

### Phenotypic comparisons to mutations in specific breakpoint-spanning genes

We next sought to test 16Gso mutants for phenotypes already associated with the breakpoint-flanking genes. *Galnt17* mutants have not been characterized to date in any species, and phenotypes related to *Galnt17* mutations could not be considered here. However, knockout (KO) mutations of both *Sox1* and *Auts2* have been reported. *Sox1* KO homozygotes display seizures beginning at late juvenile stages (age 4-6 weeks), and show evidence of freezing as well as other anxiety-related behaviors – all suggestive of phenotypes already noted for 16GsoT/T mice (Table 1). However, the behavior of *Sox1* KO animals is otherwise not different from wild type animals (Malas *et al.* 2003).

Additionally, *Auts2* KO mice – including one affecting all transcript isoforms (Hori *et al.* 2014) and another specifically targeting the longest *Auts2* isoform (referred to here as T1, Figure 1; (Gao *et al.* 2014)) have been characterized in some detail. These KO animals display growth retardation, delayed righting reflex, and learning deficits, all of which are relevant to human AUTS2 syndrome phenotypes (Table 1). To quantitate these phenotypes in 16Gso mutants, we completed three additional tests: (1) body weight and length as a function of age, (2) developmental timing of the righting reflex, and (3) novel object recognition (NOR) test, which utilizes the natural exploratory behavior of mice to quantify learning and object recognition. The results confirmed that 16GsoT/T animals were significantly smaller than WT controls from juvenile stages through adulthood as measured by both weight (Figure 3A) and overall body length (Table S1). Furthermore, we found a significant delay in development of the righting reflex in 16GsoT/T pups (Figure 3B). In the NOR test, we found that 16GsoT/T mice showed significant deficits in learning and memory (Figure 3C**)**, and lower levels of object exploration during the training phase compared to WT controls (Figure 3D). Except in the case of body weight at juvenile stages, 16GsoT/+ animals were not significantly different than WT confirming predominantly recessive inheritance (Figure 3A-D**).** Thus, 16GsoT/T mice are similar to *Auts2* KO heterozygotes in displaying small body size, delayed righting, lower levels of exploratory activity, and deficits in the NOR test, suggesting a possible role for *Auts2* loss-of-function in these phenotypes.

**Figure 3:**
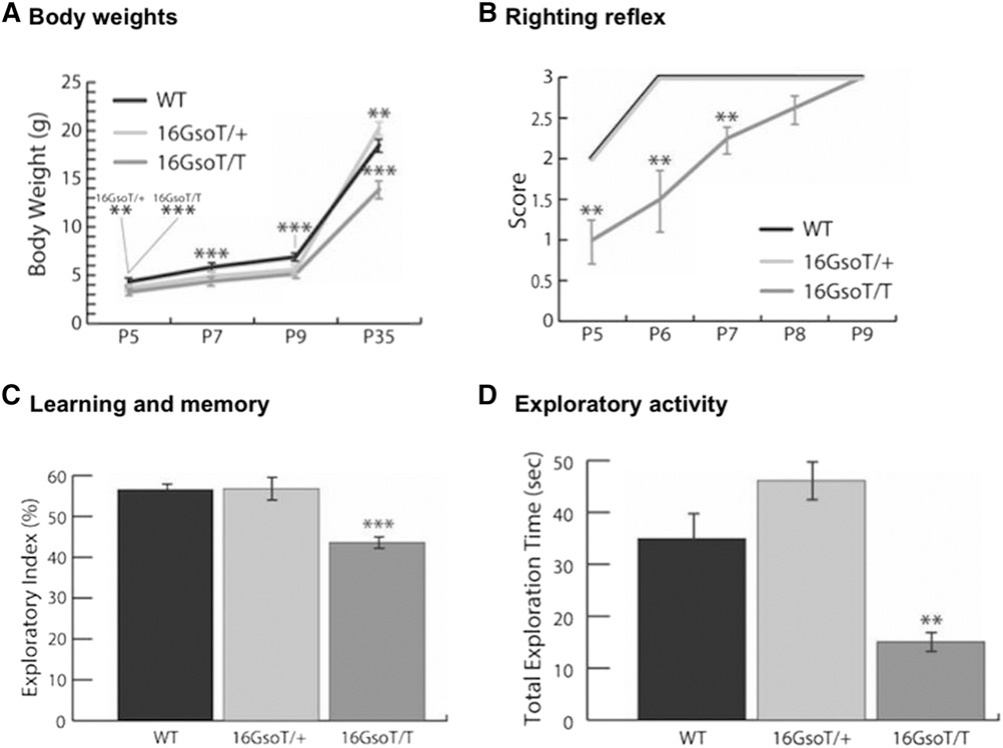
16GsoT/T mutants show lighter weight, developmental delay, impaired learning and memory, and reduced exploratory activity. In each case, 16GsoT/T and 16GsoT/+ were compared to WT age-matched controls. (A) Body weight was measured at P5, P7, P9 and P35 for each genotype (WT n = 9-17; 16GsoT/T n = 9-19; 16GsoT/+ n = 11-21 depending on age). Both 16GsoT/+ and 16GsoT/T weighed significantly less than WT at P5, P7, and P9. At P35, 16GsoT/T was lighter than WT, but 16GsoT/+ animals weighed slightly more than WT. (B) Developmental delay: The 16GsoT/T mice (n = 14) showed delayed development of the righting reflex, while there was no difference between WT (n = 14) and 16GsoT/+ (n = 14) males. (C) Novel object recognition test revealed that 16GsoT/T males (n = 8) showed impaired learning and memory, while WT (n = 8) and 16Gs T/+ animals (n = 9) have normal learning and memory. (D) Exploratory activity was determined in the training session of the NOR test, and showed significantly lower levels of object exploration by 16GsoT/T mice. The number of animals tested in this experiment are identical to that for (C). P-values determined with the t-Test, **P < 0.01; ***P < 0.001.

### Normal cortical layering, but subtle hippocampal abnormalities and clear cerebellar pathology in 16Gso adults

To ask whether these 16GsoT/T behavioral phenotypes might be associated with obvious brain pathologies, we examined hematoxylin and eosin (H&E)-stained sectioned brains of adult 16GsoT/T and age-matched WT animals. We found marked differences in the structure of hippocampus (HC) and the cerebellum (CB) of the 16GsoT/T mice, two brain regions closely tied to ASD, ID, and neuropsychiatric pathology. In contrast to *Auts2* KO animals (Hori *et al.* 2014), we observed no obvious pathologies in layering or structure of the cortex (Fig. S1), and no obvious malformations elsewhere in mutant brains. Details of the cerebellar and hippocampal pathologies are detailed further as follows.

#### Abnormal development of cerebellar Purkinje cells and Bergmann Glia, and age-dependent Purkinje cell loss:

First and most obvious, as revealed by H&E-stained sections, mature 16GsoT/T adults had fewer cerebellar Purkinje cells (PCs), ranging from 52–58% of the number found in WT mice; the cells were also irregularly spaced throughout the PC layer (Figure 4A, B). The adjacent granule cell layer was identical in thickness and cell morphology to WT animals (data not shown). To determine the developmental time course of this cerebellar pathology, we then examined H&E stained sections at postnatal days 7 (P7), 14 (P14) and adult. We saw no difference in PC numbers or structure at P7. However, small but significant reductions in PC number were observed in lateral sections of the 16GsoT/T CB at P14, and became severe in adult (Figure 4B).

**Figure 4:**
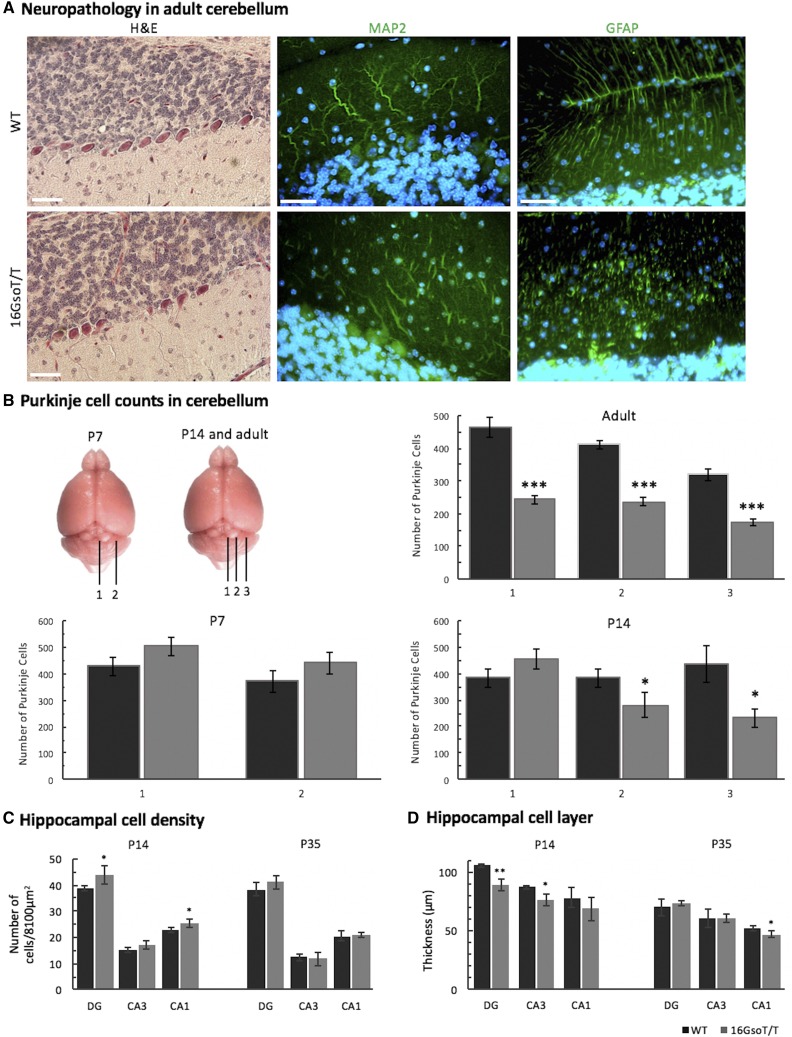
Cerebellar and hippocampal pathology in 16GsoT/T mutants. (A) H&E staining showed that PCs are fewer in number and irregularly spaced in adult 16GsoT/T CB as compared to WT; MAP2 staining reveals that the 16GsoT/T PCs have sparse, irregularly branching dendritic trees, and GFAP staining highlights structural abnormalities of the Bergmann glia. (B) The number of PCs was quantified at different positions throughout the CB at different stages of development (P7, P14 and adult) in WT (black) and 16GsoT/T mutants (gray). Position 1 is at the midline, 1 and 2 each are 200 microns apart at P7, and 1, 2 and 3 each are 300 microns apart at P14, and 600 microns apart in adult. (C) Cell density in DG, CA3 and CA1 was quantified in WT (black) and 16GsoT/T (gray) at P14 and P35. 16GsoT/T has significantly increased cell number in DG and CA1 at P14. (D) Thickness of cell layer was measured in DG, CA3 and CA1 in WT (black) and 16GsoT/T (gray) at P14 and P35. n, WT = 16GsoT/T = 3 males at P7 and P14; WT = 16GsoT/T = 4-5 males in adult. ANOVA, *P < 0.05; **P < 0.01; ***P < 0.001. Scale bar = 50 μm.

Immunohistochemistry (IHC) with the MAP2 antibody showed PCs in WT adults to be aligned neatly along the interface between granule cell and molecular layers, extending elaborate dendritic trees with thick primary branches. In contrast, 16GsoT/T PCs were not aligned, and lacked the thick primary branches, with more disorganized dendritic trees (Figure 4A). In contrast to WT animals, PCs in 16GsoT/T mice showed fragmented, disrupted MAP2 staining, indicating abnormal dendritic morphology. Additionally, the GFAP antibody showed radial glial processes of Bergmann glia, which form a scaffold for PC dendrites, also appeared abnormal in 16GsoT/T CB, lacking the organized, linear processes seen in WT sections (Figure 4A). This pathology was first observed at P14 (not shown), but also documented at later stages **(**Figure 4A**).** No pathology was documented in 16GsoT/+ mice at any developmental stage (not shown).

Together these data indicated that in 16GsoT/T mice, PCs are generated in normal numbers and migrate to their final location, but do not develop normally and are lost as the animals age. This pathology is coupled to abnormalities of the Bergmann glia, the development of which is intimately linked to that of PCs (Chrobak and Soltys 2017; Yamada and Watanabe 2002).

As mentioned, other than microcephaly, brain pathology has not been reported for human AUTS2 patients. However, PC loss is the most common brain pathology observed in postmortem analysis of ASD patients (Amaral *et al.* 2008; Pierce and Courchesne 2001; Varghese *et al.* 2017); PC loss is also associated with behavioral rigidity (Dickson *et al.* 2010) and repetitive behaviors in mice (Martin *et al.* 2010). Therefore, the 16GsoT/T PC phenotype is highly relevant to the clinical manifestations of ASD. However, this pathology has not been reported to be associated with any of the breakpoint-linked genes. Specifically, CB has been examined and is normal in *Sox1* KO homozygotes (Sottile *et al.* 2006) and cerebellar abnormalities have not been reported for *Auts2* KO animals of either type (Table 1). Focused studies with these animals or with *Galnt17* mutants could potentially resolve this discrepancy.

#### Abnormal cell numbers and densities in the hippocampal dentate gyrus and Ammon’s horn:

In the P14 16GsoT/T HC, we identified a second set of cellular pathologies with excellent potential to explain certain 16GsoT/T behavioral traits. These included abnormalities in cell layer size, cell numbers, and neuron cell density across the dentate gyrus (DG) and Ammon’s Horn region cornu ammonis 1 and 3 (CA1, CA3). Each region displayed distinct structural phenotypes and different trajectories over the postnatal time course (Figure 4C, D**)**.

Specifically, in P14 16GsoT/T mutants, DG granule cells (GCs) and CA1 pyramidal cells (PyCs) were unusually densely packed; in contrast, cell density was normal in the mutant CA3. Furthermore, although the DG and CA3 layers were both thinner in P14 mutants compared to WT, the CA1 cell layer was of normal size. Putting these data together, the mutant DG had normal numbers of abnormally packed GCs, while mutant CA1 had significantly increased numbers of abnormally packed cells, and mutant CA3 contained significantly decreased numbers of normally spaced PyCs than WT mice.

This hippocampal pathology shifted as the animals matured. At P35, the 16GsoT/T DG and CA3 regions were not distinguishable from WT controls. However, while cell density had normalized in the mutant CA1, the PyC layer was significantly thinner than that of WT adult animals. Therefore, although other HC regions had normalized over time, in 16GsoT/T mutants there was a clear shift from increased numbers of CA1 PyC neurons at juvenile stages, to significantly decreased numbers of CA1 PyC in adults (Figure 4C, D).

These features are reminiscent of human neuropathology documented in association with ID, ASD, epilepsy, and other *AUTS2*-linked disorders (Varghese *et al.* 2017; Goodman *et al.* 2014; Otten and Meeter 2015; McKinnon *et al.* 2009). In the case of ASD, dense packing of hippocampal neurons has been linked to aberrant timing of neuronal maturation (Varghese *et al.* 2017; Amaral *et al.* 2008). Like the cerebellar abnormalities, these pathologies may be unique to 16Gso mutants since *Sox1* KO homozygotes display normal hippocampal structure (Malas *et al.* 2003), and hippocampal defects have not been reported for either *Auts2* KO mice or human patients to date.

### Global gene expression reveals region- and time-selective down-regulation of the Auts2 and Galnt17 genes

With the goal of gaining a clearer picture of genetic factors involved in these neuropathologies, we carried out global analysis of gene expression (RNA-seq) in CB and HC of 16GsoT/T mice and age-matched WT controls. 

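RNA-seq libraries were made from CB and HC of 16GsoT/T and WT mice at P14 and at P35, with 3 mice per genotype, region and age, which gives 24 libraries in 8 groups. The paper describes stranded libraries of captured mRNA made with a KAPA kit, whereas the sample labels name a stranded Illumina TruSeq kit. The labels give a C57BL/6 background, while the names of the WT libraries other than those of P14 CB carry the cross B6C3. The authors mapped the reads with Tophat2, counted the reads on each gene with HT-seq count, and deposited these counts without normalization. Each table, one per age, lists 25793 gene symbols. The genome build, the gene annotation and the strand option of the counting are not named in the paper's text, so genes that overlap, or that share reads with a near-identical copy, carry an uncertainty that the counts do not show.
In P14 CB, between 22893603 and 35061288 reads per WT library were counted on genes (median 34695794), and between 32951535 and 40564789 per 16GsoT/T library (median 36031963). The P14 HC libraries held between 10572358 and 10982100 reads on genes in WT (median 10910100) and between 12267205 and 13245150 in 16GsoT/T (median 12850831). At P35, the CB libraries ranged from 5140843 to 7974640 in WT (median 6181082) and from 5949289 to 7149151 in 16GsoT/T (median 6876216). The P35 HC libraries were the smallest, with 3670821 to 3970847 reads in WT (median 3824202) and 2563968 to 4127478 in 16GsoT/T (median 3553363). Reads on genes made up, on average, 65.9% of all reads in the tables for WT and 67.0% for 16GsoT/T in P14 CB, and between 37.7% and 42.3% in the other groups. Most of the remaining reads lay on no annotated gene.
16GsoT/T was compared with WT separately in each region and age. Library sizes were scaled with the TMM method of edgeR, genes with low counts were left out with the filterByExpr function, and each remaining gene was tested with edgeR's quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 were counted as DEGs, the threshold named in the paper. Expression is given as CPM, edgeR's measure of counts relative to the library size, scaled by TMM. The biological coefficient of variation, which is edgeR's estimate of the spread between mice of one group, was 0.103 in P14 CB, 0.0749 in P35 CB, 0.102 in P14 HC and 0.125 in P35 HC. With 3 mice against 3, an exact permutation test of one gene cannot give a p below 0.1, and 10% of genes have groups that do not overlap by chance.
The labels place the 3 WT and the 3 16GsoT/T libraries of P14 HC on different sequencing lanes, so lane and genotype cannot be told apart there. In P35 HC, the 16GsoT/T libraries B10, B11 and B12 and the WT library N10 form one library batch and the WT libraries W481 and W483 another. With library batch as a covariate, the effect of genotype there comes from N10 alone against B10, B11 and B12. The libraries of P35 CB share a lane, as do those of P14 CB.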

For both regions, we examined gene expression at P14, when pathology is first observed in both brain regions, and at P35 to examine longer-term effects. Because male and female phenotypes were documented to be very similar (see above; Table S1) we focused all expression analyses on males **(**Table S2). In both brain regions, we saw differential expression of *Galnt17* and *Auts2* at one or both time points. In contrast, mis-expression of *Sox1* was not detected in either experiment. 

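*Galnt17* is listed in the count tables under its older symbol *Wbscr17*. In the mouse assembly NCBIM37 (mm9) with the GENCODE vM1 annotation, it is a protein-coding gene on the minus strand of chromosome 5, from 131347952 to 131783948. *Auts2* is a protein-coding gene on the same strand, from 131913205 to 133019214. The chromosome 5 breakpoint that the paper reports, at position 131854998, lies between the 5' end of *Galnt17*, at a distance of 71.0 kb, and the 3' end of *Auts2*, at a distance of 58.2 kb. No annotated gene spans it. The reference sequence around this breakpoint, from 131854978 to 131855018, is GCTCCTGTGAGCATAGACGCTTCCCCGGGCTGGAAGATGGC and has a GC content of 63.4%. On the far side of *Galnt17* lies *Caln1*, on the plus strand from 130845346 to 131316515, at 538.5 kb from the breakpoint. The chromosome 8 breakpoint, at position 12325249, is also intergenic. Its surrounding sequence, from 12325229 to 12325269, is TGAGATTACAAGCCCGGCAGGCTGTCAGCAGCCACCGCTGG. The closest annotated genes there are a *7SK* RNA gene at 30.9 kb, *A230072I06Rik* at 44.6 kb and *Gm5607* at 60.5 kb. *Sox1* does not appear under that symbol in this annotation.
*Galnt17* was expressed at a lower mean level in 16GsoT/T than in WT in all 4 comparisons and was a DEG in 3 of them. *Auts2* was a DEG in 2, with a higher level in P35 CB and a lower one in P14 HC. Whether these effects depended on age was tested with the interaction of genotype and age over the 12 CB libraries. The log2 fold change of *Galnt17* in CB was less negative at P35 than at P14 by 0.73 (standard error 0.116, edgeR adjusted p = 0.000559), and that of *Auts2* was more positive at P35 by 0.59 (standard error 0.103, edgeR adjusted p = 0.00117). Both differences involve P35 CB, where the share of reads on genes split the libraries as genotype did. Between CB and HC at P14, the log2 fold changes differed by 0.59 for *Galnt17* (edgeR adjusted p = 0.122) and by -0.38 for *Auts2* (edgeR adjusted p = 0.346), neither of which passed the threshold. The third annotated neighbour, *Caln1*, was slightly higher in P35 CB (log2 fold change 0.25, standard error 0.0771, edgeR adjusted p = 0.0246), a call that 4 of the 6 fits leaving out one library did not make. It was not a DEG in the other 3 comparisons.

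**Figure D1:**
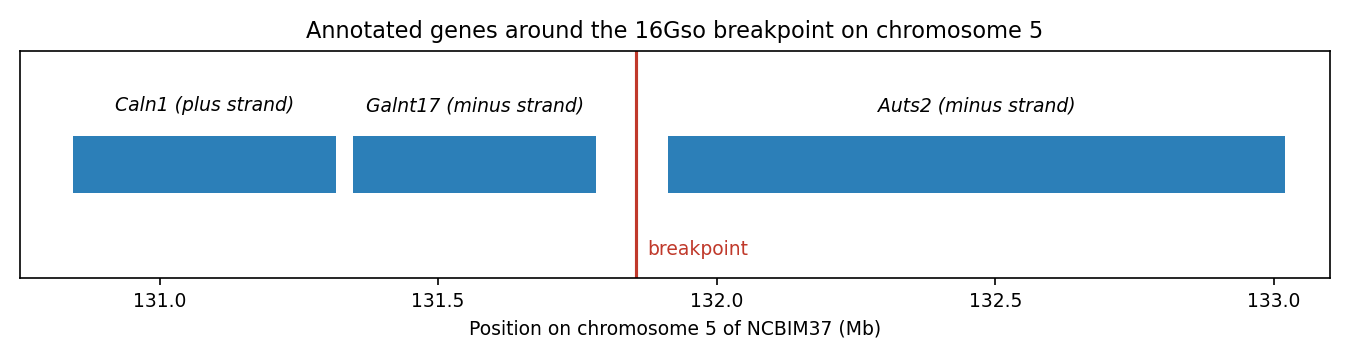
Genes that the GENCODE vM1 annotation places around the chromosome 5 breakpoint, drawn to scale along chromosome 5 of NCBIM37 (x axis, Mb). The breakpoint lies in the interval between *Galnt17* and *Auts2*, and no gene spans it.

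**Figure D2:**
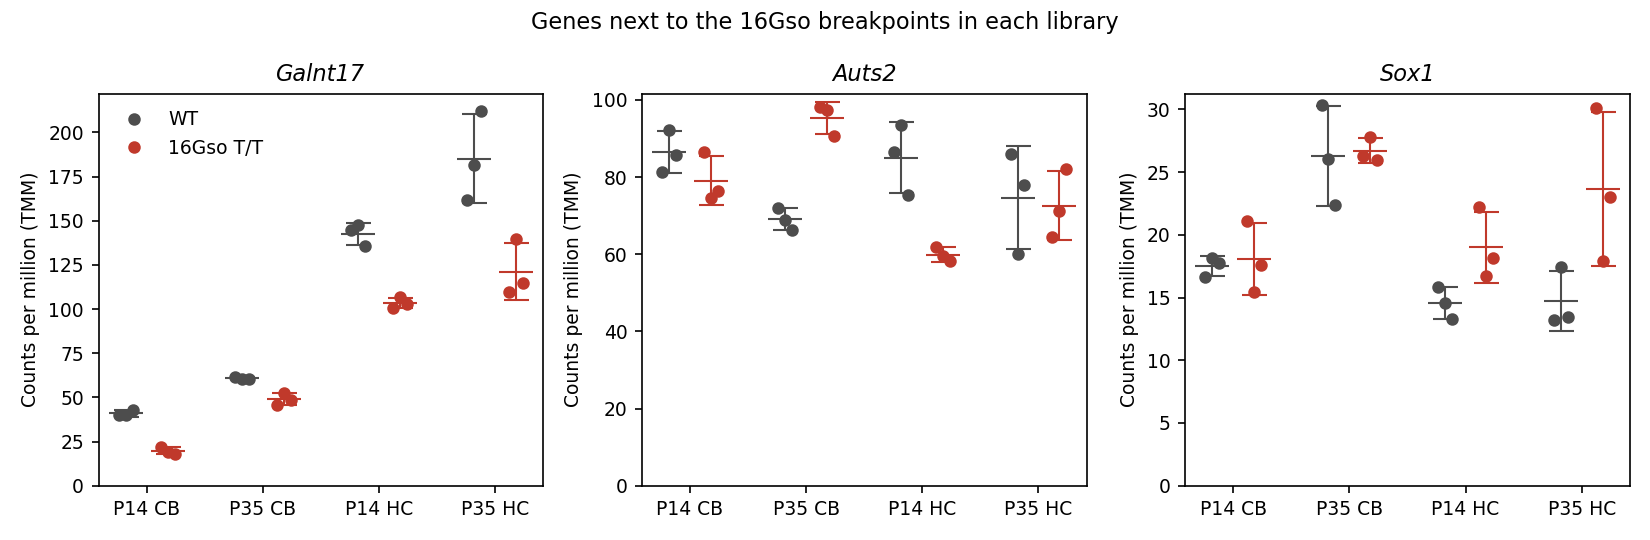
Expression of *Galnt17*, *Auts2* and *Sox1* in CPM (y axis) in each of the 24 libraries, by region and age. Points are single libraries, and the lines show the mean and SD of the 3 libraries of a group; *Galnt17* in P14 CB is 40.95 CPM in WT and 19.8 CPM in 16GsoT/T.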

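In CB, *Sox1* had 17.5 ± 0.811 CPM in WT and 18.1 ± 2.86 CPM in 16GsoT/T at P14 (SD, n = 3 each), a log2 fold change of 0.04 (standard error 0.116, edgeR adjusted p = 0.959). At P35, it had 26.3 ± 3.98 CPM in WT and 26.7 ± 0.994 CPM in 16GsoT/T (SD, n = 3 each), a log2 fold change of 0.02 (standard error 0.12, edgeR adjusted p = 0.923). Both differences are smaller than the spread between mice, and their sign changed in one or more of the fits that left out a library, namely without 16GsoT/T library 4 at P14 and without WT library M29 or 16GsoT/T library C20 at P35.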

Results from each brain region are detailed below.

#### Cerebellum - dysregulation of extracellular matrix and signals of cellular stress:

In the P14 CB of 16GsoT/T animals, we saw significant down-regulation of *Galnt17* (-2.07 fold change) with no detectable effects on *Auts2* or *Sox1* (Table S2). 

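*Galnt17* had 40.95 ± 1.85 CPM in WT and 19.8 ± 2.09 CPM in 16GsoT/T P14 CB (SD, n = 3 each). The log2 fold change was -1.05 (standard error 0.0892, edgeR adjusted p = 0.000563), which is a signed fold change of -2.07. Every 16GsoT/T library had a lower value than every WT library, with an exact permutation p of 0.1, the smallest that 3 mice against 3 allow. Among the alternatives, leaving out one library moved the value most, to between -1.14 and -0.99, and *Galnt17* was a DEG in all 6 of these fits. *Auts2* had 86.5 ± 5.47 CPM in WT and 79.1 ± 6.38 CPM in 16GsoT/T (SD, n = 3 each), with overlapping groups (log2 fold change -0.13, standard error 0.0764, edgeR adjusted p = 0.694).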

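In P14 CB, 15993 genes were tested, and 81 were DEGs, of which 15 were higher and 66 lower in 16GsoT/T. With a fold change of at least 1.5 as well, 62 DEGs remained, 12 higher and 50 lower. Of the 10 ways to part the 6 libraries into 3 and 3, only the one by genotype gave more than 2 DEGs. The number depended most on the test, with 248 DEGs from the classic exact test of edgeR. The 3 highest DEGs with at least 2 log2 CPM were *Egr4*, with a log2 fold change of 1.03 (standard error 0.186, edgeR adjusted p = 0.04995), *Nr4a1* with 0.98 (standard error 0.177, the same adjusted p) and *LOC100504489* with 0.81. *Egr4* and *LOC100504489* were each called in 2 and *Nr4a1* in 1 of the 6 fits that left out one library. The 3 lowest were *Myo7a*, with a log2 fold change of -3.89, *Sox2ot* with -2.06 and *LOC100503910* with -1.54. These were DEGs under each alternative run for them.
*Fos* rose from 6.66 ± 2.78 CPM in WT to 18.3 ± 5.99 CPM in 16GsoT/T (SD, n = 3 each), without overlap between the groups (log2 fold change 1.48, standard error 0.289), but it did not pass the threshold (edgeR adjusted p = 0.0729). A list of 20 IEGs, one of 28 gene lists tested, was shifted upward as a set, with 15 of its 18 tested genes higher and 3 lower (median log2 fold change 0.38, camera adjusted p = 1.67e-05 with a preset correlation of 0.01 between genes). This shift was not called by the rotation test fry (adjusted p = 0.24) nor by camera with a correlation estimated from the 6 libraries (adjusted p = 0.493). As a measure of how easily camera passes lists here, 8 of the 10 ways to part the libraries, the real one included, gave at least the 6 lists that passed in the comparison by genotype. *Egr4* and *Nr4a1* were the IEGs among the DEGs over all genes tested, and 7 IEGs passed when the p-values were adjusted over the list alone.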

Focusing more globally on the most highly differentially expressed genes (DEGs) in P14 CB (fdr < 0.05, ≥ 1.5 absolute value of FC), up-regulated DEGs were enriched in gene ontology (GO) functional categories related to corticotropin response and transcriptional activation, mostly related to immediate early genes (IEGs), such as *Fos*, that mark activated neurons (Table 2; Table S3**)**. 

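Among the down-regulated genes of P14 CB, *Hif3a* fell from 25.3 ± 1.94 CPM in WT to 10.4 ± 1.5 CPM in 16GsoT/T (SD, n = 3 each), a log2 fold change of -1.28 (standard error 0.116, edgeR adjusted p = 0.000851). *Fkbp5* fell from 31.8 ± 5.21 to 14.5 ± 0.389 CPM (log2 fold change -1.12, standard error 0.114, edgeR adjusted p = 0.0018). *Hbegf* fell from 65.5 ± 2.16 to 40.5 ± 4.9 CPM (log2 fold change -0.69, standard error 0.0868, edgeR adjusted p = 0.00777), and without WT library 2 it was just above the threshold (edgeR adjusted p = 0.0522). *Prodh* fell from 12.0 ± 0.934 to 7.64 ± 2.0 CPM, with no overlap between the groups (log2 fold change -0.65, standard error 0.172), but was not a DEG (edgeR adjusted p = 0.205). It passed under DESeq2, under the classic exact test and without 16GsoT/T library 4. For the other categories of the paper, gene lists fixed before the data were examined were tested in place of its DAVID terms. The paper lists no enriched category for the lower DEGs of P14 CB in Table 2.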

P14 down-regulated DEGs were not enriched in any functional categories, but included genes associated with *AUTS2*-linked neurological disorders such as *Hif3a* (Zhang *et al.* 2014b), *Prodh*, *Hbegf* and *Fkbp5* (Yang *et al.* 2015; de Koning *et al.* 2015; Sasaki *et al.* 2015; Valdés-Moreno *et al.* 2017; Shao and Vawter 2008; Fani *et al.* 2013; Menke *et al.* 2013).

**Table 2:** DAVID Gene Ontology and Pathway analysis of DEGs (fdr0.05, ≥ 1.5FC) in HC and CB at P14 and P35

Brain region	Age	Functional Category
*Upregulated*		
cerebellum	P14	cellular response to corticotropin-releasing hormone stimulus
		positive regulation of transcription from RNA polymerase II promoter
cerebellum	P35	myelin sheath
		cellular response to interleukin-4
		growth cone
		neuron development neuron projection
		synaptic vesicle cycle
		unfolded protein binding
		calcium ion-regulated exocytosis of neurotransmitter
		axon guidance
		nervous system development
		inclusion body
		glucocorticoid receptor binding regulation of synaptic plasticity response to heat
hippocampus	P14	structural constituent of myelin sheath
		glycosaminoglycan biosynthesis - heparan sulfate / heparin
		cilium movement
		cilium organization
hippocampus	P35	response to cAMP
		cellular response to calcium ion
		amphetamine addiction Downregulated
cerebellum	P14	*no enriched categories*
cerebellum	P35	cell adhesion
		proteinaceous extracellular matrix
		ECM-receptor interaction
		growth factor binding
		cilium morphogenesis
		negative regulation of cell migration
hippocampus	P14	response to hypoxia
		response to amphetamine
		synaptic transmission, dopaminergic
hippocampus	P35	postsynaptic density
		glutamatergic synapse
		long-term potentiation response to cAMP
		cellular response to calcium ion

Representative categories are listed in order of their enrichment false discovery rate; for a full list of all enriched categories and statistics, see Table S4.

By P35, CB gene expression was much more dramatically dysregulated. 

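In P35 CB, 14004 genes were tested and 4947 were DEGs, 2432 higher and 2515 lower in 16GsoT/T, which is 35.3% of the tested genes. With a fold change of at least 1.5 as well, there were 1634 DEGs, 343 higher and 1291 lower. Apart from this limit, the alternative that moved the number most was one fit of all 12 P35 libraries, with 3492 DEGs. Leaving out single libraries gave 3792 to 4762. Over all tested genes, the 2 groups did not overlap in 47.3%, against 10% by chance. No other way of parting the 6 libraries into 3 and 3 gave a DEG. The genotypes also differed in a property of the libraries, since 37.7% ± 0.07 of the reads lay on genes in WT and 42.3% ± 0.0569 in 16GsoT/T (SD, n = 3 each), with no overlap. A difference in library preparation or mapping therefore cannot be told apart from an effect of genotype for these DEGs.
Among DEGs with at least 2 log2 CPM, the largest increases were in *Gm9855*, at least 38.6-fold, and *Gm10154*, at least 21.8-fold. Both are given as lower bounds because no WT library held more than 3 counts. Next was *Nr4a3*, with a log2 fold change of 3.17 (standard error 0.407, edgeR adjusted p = 0.000106). *Gm9855* and *Gm10154* are symbols of predicted genes. The largest decreases were in *Hba-a2*, with a log2 fold change of -4.28 (standard error 0.251), *C030023E24Rik* with -3.52 and *Col7a1* with -3.19. *Hba-a1* moved in the opposite direction, and how reads that fit both genes were counted is not known. The effect of genotype differed between P14 and P35 for 2934 of 15784 genes in the interaction test over the 12 CB libraries.

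**Figure D3:**
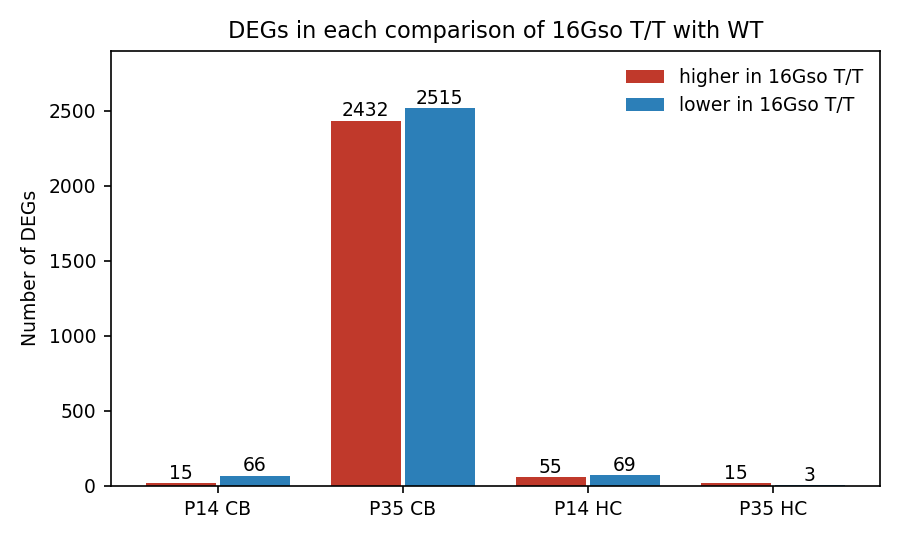
Number of DEGs (y axis) higher and lower in 16GsoT/T than in WT in each comparison of 3 against 3 libraries. The bars for P35 CB reach 2432 and 2515, against 15 and 66 in P14 CB, 55 and 69 in P14 HC, and 15 and 3 in P35 HC.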

*Galnt17* down-regulation was still observed but at a much lower level (-1.24 fold change); a slight up-regulation of *Auts2* (1.38 fold change) was also detected in CB at this later time point. 

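*Galnt17* had 60.7 ± 0.586 CPM in WT and 48.9 ± 3.38 CPM in 16GsoT/T P35 CB (SD, n = 3 each), without overlap between the groups. The log2 fold change was -0.31 (standard error 0.0778, edgeR adjusted p = 0.00834), a signed fold change of -1.24. It was a DEG in all 6 fits that left out a library, and it lay just above the threshold when all 12 P35 libraries were fitted together (edgeR adjusted p = 0.0536). *Auts2* rose from 69.1 ± 2.86 to 95.4 ± 4.14 CPM (SD, n = 3 each), a log2 fold change of 0.46 (standard error 0.0698, edgeR adjusted p = 0.00033) and a signed fold change of 1.38, and was called under each alternative. None of the alternatives removes the difference between the genotypes in the share of reads on genes. By qRT-PCR, the paper found no *Auts2* isoform higher at P35.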

More globally, and consistent with P14, P35 up-regulated DEGs were enriched in the GO category “cellular response to corticotropin-releasing hormone stimulus” as well as other signals of cellular stress, including “cellular response to interleukin-4”, “unfolded protein binding”, “response to heat” and “inclusion body”. 

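Of the 16 IEGs tested in P35 CB, all were higher in 16GsoT/T (median log2 fold change 0.59, camera adjusted p = 0.00262) and 8 were DEGs. The largest changes among these were in *Nr4a3*, then *Fosl2* with a log2 fold change of 1.59 (standard error 0.3, edgeR adjusted p = 0.00151), *Nr4a2* with 1.51 (standard error 0.222, edgeR adjusted p = 0.000281) and *Fos* with 1.34 (standard error 0.307, edgeR adjusted p = 0.00508). *Fos* had 36.1 ± 19.1 CPM in WT and 91.1 ± 26.6 CPM in 16GsoT/T (SD, n = 3 each), and with DESeq2 it did not pass (adjusted p = 0.061). The fry test did not call the IEG list (adjusted p = 0.101).
A list of 28 heat shock and unfolded protein genes was higher in every member, with a median log2 fold change of 0.32 (camera adjusted p = 1.98e-06), and 19 of them were DEGs. The largest of these were *Hspa1b*, with a log2 fold change of 1.43 (standard error 0.404, edgeR adjusted p = 0.016), *Hspa1a* with 1.21 (standard error 0.26, edgeR adjusted p = 0.00349), *Hspa5* with 0.75 (standard error 0.231, edgeR adjusted p = 0.0244) and *Hsph1* with 0.68 (standard error 0.143, edgeR adjusted p = 0.00309). How reads that fit both *Hspa1a* and *Hspa1b* were counted is not known. *Hspa5* was not called with DESeq2, in the fit of all 12 libraries, or without M27, M28 or C21, and *Hspa1b* was not called without M29 or C21. This list also passed with fry (adjusted p = 0.0372), but not with an estimated correlation (adjusted p = 0.649). As many lists as the 9 that passed camera in P35 CB did so in 4 of the 10 ways of parting the 6 libraries. Of the Reactome sets, the 21 tested genes of HSF1-dependent transactivation were higher as well (median log2 fold change 0.31, camera adjusted p = 0.00016, fry adjusted p = 0.00577), while the 15 of the unfolded protein response were not shifted (median log2 fold change -0.07, camera adjusted p = 0.57).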

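A list of 19 myelin genes was not shifted in P35 CB, with 5 genes higher and 14 lower in 16GsoT/T (median log2 fold change -0.11, camera adjusted p = 0.298). Its 5 DEGs were all lower, among them *Opalin* with a log2 fold change of -0.62 (standard error 0.187, edgeR adjusted p = 0.0223), *Aspa* with -0.57 (standard error 0.109, edgeR adjusted p = 0.00169) and *Ermn* with -0.51. *Opalin* kept its call in 2 of the 6 fits that left out one library, and the list passed as lower without 16GsoT/T library C20 (camera adjusted p = 0.00438). Of 24 genes of the synaptic vesicle and exocytosis, 23 were higher and 21 were DEGs, all of them higher (median log2 fold change 0.44, camera adjusted p = 2.93e-09, fry adjusted p = 0.000872). *Syn1* rose by 0.96 on the log2 scale (standard error 0.0657, edgeR adjusted p = 7.45e-07), *Snap25* by 0.74 (standard error 0.0612) and *Syn2* by 0.69 (standard error 0.0675). With a correlation estimated from the 6 libraries, camera did not call this list (adjusted p = 0.265).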

Up-regulated P35 genes were also enriched in functions related to myelination, neurotransmitter exocytosis, axon guidance, synaptic plasticity and, neuron development (Table 2; Table S3).

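In P35 CB, 26 of 31 tested extracellular matrix genes were lower in 16GsoT/T and 5 were higher, with a median log2 fold change of -0.47 (camera adjusted p = 1.95e-05, fry adjusted p = 0.00443). All 18 DEGs among them were lower. *Col5a1* had the largest change, with a log2 fold change of -2.11 (standard error 0.15, edgeR adjusted p = 9.88e-07), followed by *Lum* with -1.63 (standard error 0.256), *Ogn* with -1.35 (standard error 0.192) and *Eln* with -1.22 (standard error 0.217). Camera with an estimated correlation did not call this list (adjusted p = 0.288). The Reactome set of collagen biosynthesis, with 48 tested genes, was lower as well (median log2 fold change -0.51, camera adjusted p = 4.4e-06). Marker genes of endothelial and mural cells were lower too, in all 11 tested.
Motile cilium genes did not move together, with 8 higher and 10 lower of the 18 tested (median log2 fold change -0.02, camera adjusted p = 0.884). Among the 5 DEGs of this list, 3 were lower and 2 higher. *Ccdc39* fell by 1.77 on the log2 scale (standard error 0.127, edgeR adjusted p = 1e-06) and *Dnah11* by 1.25 (standard error 0.172, edgeR adjusted p = 0.000175). *Drc1* rose by 1.44 (standard error 0.286, edgeR adjusted p = 0.00216), and *Cfap44* fell by 1.13, a call that DESeq2 and 3 of the 6 fits leaving out one library did not make.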

P35 down-regulated CB DEGs were very strongly enriched in functions related to extracellular matrix but also categories such as cilium morphogenesis and motility, suggesting involvement of the ciliated ependymal cells (Table 2). Notably given that *Galnt17* functions as a GalNAcT, both CB DEGs included genes encoding enzymes central to protein glycosylation of various types (*Gcnt1*, *Extl1*, *Fut10*, *Ogt*, *Gcnt2*, *Man2c1*, *B3galnt2*, *B3galt2*, *B3gnt2*, *B4galtn4*, *B4galt1*, *Chpf2*, *Eogt*) and genes involved in downstream sulfation or sialylation of glycosylated sidechains (*Ndst3*, *St3gal6*, *St6galnac2*, *St8sia4*). 

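The counts hold all 17 glycosylation, sulfation and sialylation genes that the paper names, with *Eogt* listed as *A130022J15Rik*. In P35 CB, 16 of them were lower in 16GsoT/T than in WT and 15 were DEGs, all lower (median log2 fold change -0.71, camera adjusted p = 2.03e-07, fry adjusted p = 0.000136). The largest changes were in *St8sia4* with a log2 fold change of -1.27 (standard error 0.2, edgeR adjusted p = 0.000458), *St6galnac2* with -1.04 (standard error 0.332, edgeR adjusted p = 0.0285), *Ndst3* with -0.92 (standard error 0.066, edgeR adjusted p = 1e-06) and *Eogt* with -0.86 (standard error 0.168, edgeR adjusted p = 0.00186). *St6galnac2* was not called with DESeq2 or without M28, C19 or C21. The other 11 DEGs had log2 fold changes from -0.84 to -0.53, and 3 of them, *Extl1*, *Gcnt2* and *B4galt1*, were not called with DESeq2 and were called in 3 of the 6 fits that left out one library. *Fut10* had -0.36 (standard error 0.18, edgeR adjusted p = 0.138), and *Gcnt1* was the one gene with a higher mean in 16GsoT/T, with 0.65 (standard error 0.257, edgeR adjusted p = 0.0656).
In P14 CB, *Fut10*, with a log2 fold change of -0.78 (standard error 0.0973, edgeR adjusted p = 0.00777), and *Gcnt1*, with 0.72 (standard error 0.128, edgeR adjusted p = 0.049), were the 2 DEGs of this list, and its 17 genes did not shift as a set (11 lower, 6 higher, camera adjusted p = 0.0871). *Gcnt1* was called in 1 of the 6 fits leaving out one library and *Fut10* in 5. Adjusted over the list alone, 16 genes passed in P35 CB and 4 in P14 CB, but this is not independent evidence, since the paper chose the genes on these libraries. The same limit holds for the set tests. The Reactome sets of O-linked glycosylation (median log2 fold change -0.14, camera adjusted p = 0.43, fry adjusted p = 0.0059) and asparagine N-linked glycosylation (median log2 fold change -0.0041, camera adjusted p = 0.853) did not shift with camera in P35 CB.

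**Figure D4:**
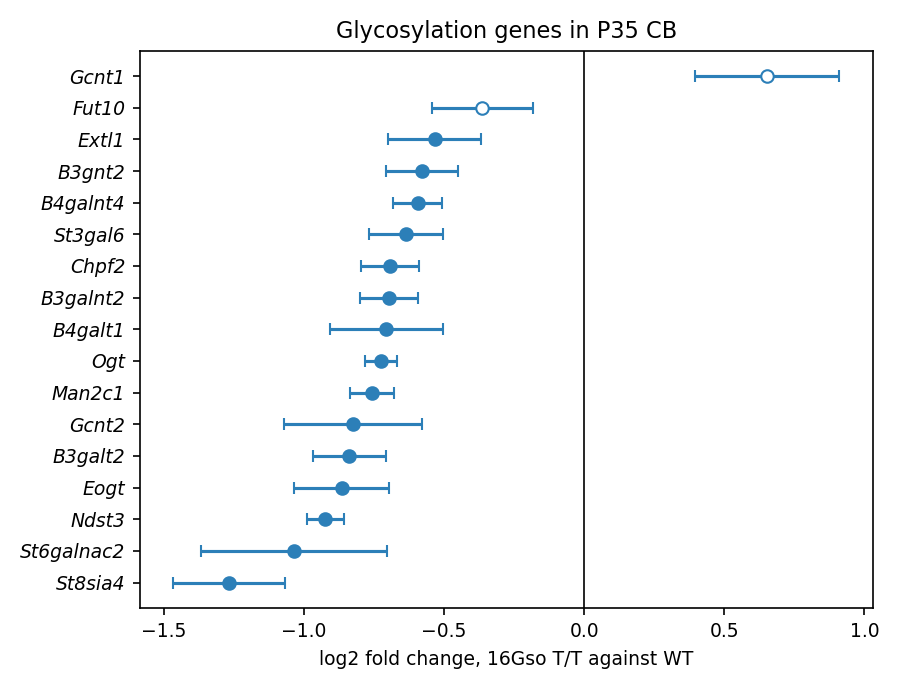
Log2 fold change (x axis) of the 17 glycosylation genes named in the paper, 16GsoT/T against WT in P35 CB. Points are estimates from 3 libraries per genotype, bars are standard errors, and filled points have an adjusted p of at most 0.05; *Gcnt1* alone lies above 0.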

The data suggested a broad dysregulation of glycosylation-related functions and a persistent signal of cellular stress. The significant up-regulation of genes related to neurodevelopment, growth cone, and synapses at P35 further suggested that in the mutant CB, neuron maturation occurs, but is significantly delayed.

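Of 22 genes of the growth cone and neuron development, all were higher in 16GsoT/T P35 CB than in WT and 16 were DEGs, with a median log2 fold change of 0.50 (camera adjusted p = 2.03e-07, fry adjusted p = 0.00104). The largest changes among the DEGs were in *Stmn1*, with a log2 fold change of 1.31 (standard error 0.129, edgeR adjusted p = 1.41e-05), *Basp1* with 1.05 (standard error 0.221, edgeR adjusted p = 0.00308), *Map1b* with 0.81 (standard error 0.0582, edgeR adjusted p = 1e-06) and *Tubb2a* with 0.65 (standard error 0.0607, edgeR adjusted p = 9.02e-06). Camera with a correlation estimated from the libraries did not call the list (adjusted p = 0.192). In P14 CB this list did not pass the threshold. From the increase of these genes at P35, the paper proposes that neurons of the mutant CB do mature, but late.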

#### Hippocampus - dysregulated neurotransmitter signaling and further signs of neuronal stress:

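In P14 HC, *Galnt17* had 142.6 ± 6.2 CPM in WT and 103.4 ± 3.02 CPM in 16GsoT/T (SD, n = 3 each), without overlap. The log2 fold change was -0.46 (standard error 0.0583, edgeR adjusted p = 0.0163), a signed fold change of -1.38. It stayed between -0.50 and -0.44 when single libraries were left out, but passed the threshold in only 2 of these 6 fits, not without N4, N5, A13 or A14. In P35 HC, it had 185.2 ± 25.4 CPM in WT and 121.2 ± 16.1 CPM in 16GsoT/T (SD, n = 3 each), again without overlap, with a log2 fold change of -0.62 (standard error 0.131) and a signed fold change of -1.53. There it did not pass the threshold (edgeR adjusted p = 0.12). It passed under DESeq2, under the classic exact test, with no filter on low counts, in the fit of all 12 P35 libraries, and without N10 or B11. With library batch as a covariate, the log2 fold change was -0.42, the furthest from the others. That fit compares N10 alone with the 16GsoT/T libraries, so it does not decide the call. Between the 2 ages, the effect on *Galnt17* in HC did not differ detectably (difference of the log2 fold changes -0.15, standard error 0.147, edgeR adjusted p = 0.736).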

Looking next at HC datasets, we also observed significant *Galnt17* down-regulation at both time points in this region (-1.38 and -1.54 fold change at P14 and P35, respectively). In addition, we observed the down-regulation of *Auts2* transcripts, exclusively at P14 (measured collectively at -1.38 fold change). 

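*Auts2* had 85.0 ± 9.15 CPM in WT and 59.9 ± 1.91 CPM in 16GsoT/T P14 HC (SD, n = 3 each), without overlap. The log2 fold change was -0.51 (standard error 0.0832, edgeR adjusted p = 0.0421), which is a signed fold change of -1.42. Without one library it ranged from -0.59 to -0.44, and it was a DEG in 1 of the 6 fits, the one without WT library N6. In P35 HC, *Auts2* had 74.7 ± 13.3 CPM in WT and 72.6 ± 8.89 CPM in 16GsoT/T (SD, n = 3 each), a difference within the spread between mice (log2 fold change -0.04, standard error 0.148, edgeR adjusted p = 0.971). The difference between these ages was itself not past the threshold (0.46 on the log2 scale, standard error 0.18, edgeR adjusted p = 0.368).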

As in CB, *Sox1* was not among the DEGs at either time point. 

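*Sox1* had a higher mean in 16GsoT/T than in WT HC at both ages, without reaching the threshold. At P14 it had 14.6 ± 1.27 CPM in WT and 19.0 ± 2.83 CPM in 16GsoT/T (SD, n = 3 each; log2 fold change 0.38, standard error 0.128, edgeR adjusted p = 0.179). At P35 it had 14.7 ± 2.39 CPM in WT and 23.7 ± 6.13 CPM in 16GsoT/T (SD, n = 3 each; log2 fold change 0.71, standard error 0.217, edgeR adjusted p = 0.326). The groups did not overlap at either age, which 10% of genes show by chance in a single comparison, and no alternative called the gene.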

Globally, we identified certain DEGs and functions consistent with those identified in CB, but also clear evidence of unique HC effects. For example, genes including disease-related *Hif3a*, *Prodh*, *Fkbp5*, and *Hbegf*, were commonly down-regulated in P14 CB and HC, while others - including *Fos* - were consistently up-regulated (Table S2). 

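In P14 HC, 15227 genes were tested and 124 were DEGs, 55 higher and 69 lower in 16GsoT/T. Among 14588 genes tested in both regions at P14, 25 were DEGs in CB and in HC, all with a lower level in 16GsoT/T, where random draws of as many genes shared a median of 0 and at most 5 (permutation p = 1e-04, the smallest that 10000 draws can give). The WT libraries of the 2 regions are separate, so they share no control library. The paper bred 16GsoT/T mice from homozygous parents, so alleles other than the translocation may also differ from WT in both regions. The random draws do not test for such alleles. The shared genes include *Galnt17*, *Hbegf*, *Fkbp5*, *Myo7a*, *Map3k6*, *Sult1a1*, *Mertk* and the Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. Leaving out single libraries gave 7 to 28 shared DEGs, with the lowest numbers where an HC library was left out.
Of the 4 disease-related genes, *Hbegf* fell from 32.5 ± 0.415 to 15.9 ± 2.25 CPM in P14 HC (SD, n = 3 each; log2 fold change -1.03, standard error 0.106, edgeR adjusted p = 0.0099). *Fkbp5* fell from 78.8 ± 1.02 to 48.9 ± 5.6 CPM (log2 fold change -0.69, standard error 0.0857, edgeR adjusted p = 0.0163) and was called in 3 of the 6 fits that left out a library. *Hif3a* fell from 17.2 ± 3.64 to 8.55 ± 2.04 CPM (log2 fold change -1.01, standard error 0.207) and *Prodh* from 42.2 ± 6.6 to 27.3 ± 1.87 CPM (log2 fold change -0.63, standard error 0.118), and neither passed (edgeR adjusted p = 0.0684 and 0.057). *Hif3a* passed under DESeq2, the classic exact test, no filter and the fit of all 12 P14 libraries, and *Prodh* under DESeq2, the classic exact test, no filter and without N5. *Fos* had 16.2 ± 13.6 CPM in WT and 25.3 ± 3.22 CPM in 16GsoT/T P14 HC, with overlapping groups (log2 fold change 0.64, standard error 0.45, edgeR adjusted p = 0.487), and passed only without WT library N6.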

Although at different ages (P14 in HC, P35 in CB), genes involved in oligodendrocyte development and myelination were also up-regulated in both brain regions. 

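In P14 HC, 18 of 19 myelin genes had a higher mean in 16GsoT/T (median log2 fold change 0.57, camera adjusted p = 0.000193), but none was a DEG and none passed when adjusted over the list alone. *Mbp*, for example, had 2231 ± 608 CPM in WT and 3256 ± 899 CPM in 16GsoT/T (SD, n = 3 each), with overlapping groups (log2 fold change 0.55, standard error 0.23, edgeR adjusted p = 0.261). The list did not pass with fry (adjusted p = 0.662) or with an estimated correlation (adjusted p = 0.88), both of which allow for genes that vary together between mice. As many lists as the 7 that passed camera in P14 HC did so in 7 of the 10 ways of parting these 6 libraries.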

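Motile cilium genes were higher in 16GsoT/T than in WT P14 HC, with 22 of 23 tested genes higher and a median log2 fold change of 0.77 (camera adjusted p = 3.11e-09). The 2 DEGs were *Ccdc153*, with a log2 fold change of 2.10 (standard error 0.282, edgeR adjusted p = 0.021), and *Rsph1*, with 0.84 (standard error 0.15, edgeR adjusted p = 0.0482), and 12 genes passed when adjusted over the list alone. *Ccdc153* kept its call in 2 of the 6 fits that left out one library, *Rsph1* in none, and neither was called in the fit of all 12 P14 libraries. Genes of the choroid plexus, a ciliated tissue, were also higher in all 15 tested, though not past the threshold (camera adjusted p = 0.084). The motile cilium list did not pass with fry (adjusted p = 0.157) or with an estimated correlation (adjusted p = 0.821).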

Cilia-related functions were also enriched in both brain regions although in opposite directions, being down-regulated in P35 CB but up-regulated in P14 HC. However, most enriched gene functions were brain region-specific. 

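At P35, 13343 genes were tested in HC and 18 were DEGs, 15 higher and 3 lower in 16GsoT/T, each with a fold change of at least 1.5. The excess of higher genes was absent in the fit of all 12 P35 libraries, with 18 DEGs higher and 19 lower. Of the 12921 genes tested in both regions at P35, 8 were DEGs in CB and HC, 3 of them with the same sign, where random draws shared a median of 6 (permutation p = 0.2). With a fold change of at least 1.5 as well, 6 were shared, 3 of them with the same sign, against a median of 2 in the draws (permutation p = 0.005). The difference of the genotype effect between the regions was tested directly. At P35, it passed the threshold for 1380 of 14363 genes. At P14, it passed for none of 16398 genes, with 1509 at an unadjusted p under 0.05, so that no single gene was shown to respond differently in CB and HC at that age. The number of DEGs in P35 HC depended on single libraries, with 139 without WT library N10 and 6 without 16GsoT/T library B12.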

Most notably, genes involved in dopamine signaling - including the gene encoding dopamine receptor DRD2 - were significantly down-regulated in the HC of 16GsoT/T mice at the P14 time point (Table 2).

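Of 15 tested dopamine signaling genes, 6 were higher and 9 lower in 16GsoT/T P14 HC (median log2 fold change -0.04, camera adjusted p = 0.878), and none was a DEG. *Drd2* had 5.75 ± 5.96 CPM in WT and 2.05 ± 0.267 CPM in 16GsoT/T (SD, n = 3 each), with overlapping groups (log2 fold change -1.47, standard error 0.654, edgeR adjusted p = 0.29), and no alternative called it. The value depends on one library. WT library N4 had 12.6 CPM of *Drd2*, while WT libraries N5 and N6 had 2.91 and 1.75 CPM and the 16GsoT/T libraries had 2.02, 2.34 and 1.81 CPM. Without N4, the log2 fold change was -0.18. *Adora2a*, another gene of striatal neurons, was likewise high in N4, with 42.7 CPM. The list of genes for the response to hypoxia was not shifted either (6 higher, 9 lower, camera adjusted p = 0.274), and *Slc2a1* was its one DEG, with a log2 fold change of -0.50 (standard error 0.0887, edgeR adjusted p = 0.0482). Of the genes for heparan sulfate biosynthesis, *Ndst4*, with a log2 fold change of 1.15 (standard error 0.171, edgeR adjusted p = 0.03), and *Xylt1*, with 0.58 (standard error 0.101, edgeR adjusted p = 0.0482), were DEGs, while the list as a whole was not shifted (camera adjusted p = 0.55). The other DEGs of P14 HC with the largest changes included *Grin2b*, higher by 1.16 on the log2 scale (standard error 0.11, edgeR adjusted p = 0.00698). Among the lower ones were *Myo7a*, with a log2 fold change of -2.23, *LOC100503910*, with -1.84, and the predicted gene *Gm8615*, at least 37.9-fold lower. *Gm8615* was also lower in P14 CB (log2 fold change -4.15), but at least 12.5-fold higher in P35 CB.

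**Figure D5:**
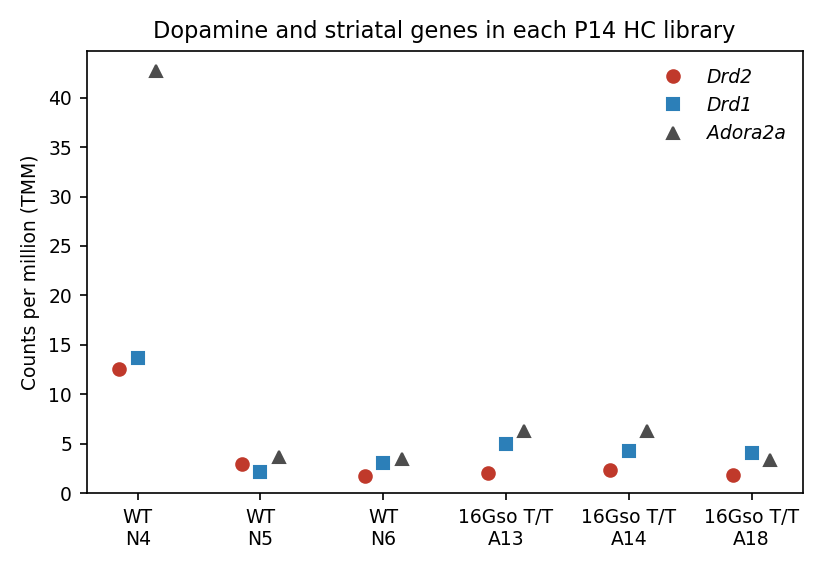
Expression of dopamine and striatal genes in CPM (y axis) in each of the 6 P14 HC libraries, 3 WT and 3 16GsoT/T (x axis). WT library N4 stands apart from the others, with 12.6 CPM of *Drd2* and 42.7 CPM of *Adora2a*.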

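A list of 38 genes of the postsynaptic density and the glutamatergic synapse was lower as a set in 16GsoT/T P35 HC, with 31 genes lower and 7 higher (median log2 fold change -0.13, camera adjusted p = 0.00155). None of these genes was a DEG, and 6 passed when adjusted over the list alone. *Grin2a*, for example, had a log2 fold change of -0.86 (standard error 0.246, edgeR adjusted p = 0.292). The shift was not called by fry (adjusted p = 0.812), with an estimated correlation (adjusted p = 0.824) or without 16GsoT/T library B10 (adjusted p = 0.171). As many lists as the 5 that passed camera in P35 HC did so in 7 of the 10 ways of parting these libraries.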

By P35, genes involved in neuron functions - including post-synaptic densities and long-term potentiation - were down-regulated in the 16GsoT/T HC. Genes related to glutamatergic signaling were also robustly and significantly down-regulated. Together with this signal of neurotransmitter imbalance, *Fos* and other IEGs were very highly up-regulated (Table S2). This expression pattern - echoing the upregulation of IEGs in mutant CB - strongly suggests a response to chronic neurological stress (Schreiber *et al.* 1991; Jett *et al.* 2017).

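Of the glutamate receptor genes in P35 HC, *Gria1* had a log2 fold change of -0.31 (standard error 0.11, edgeR adjusted p = 0.407), *Gria2* of -0.21 (standard error 0.134, edgeR adjusted p = 0.733), *Grin1* of -0.06 (standard error 0.116, edgeR adjusted p = 0.932) and *Grin2b* of -0.78 (standard error 0.337, edgeR adjusted p = 0.526). The 3 lower DEGs of P35 HC were *Sec24d*, with a log2 fold change of -1.60 (standard error 0.205, edgeR adjusted p = 0.00432), *Zswim4*, with -0.99 (standard error 0.159, edgeR adjusted p = 0.0197), and *Doc2b*, with -0.72 (standard error 0.116, edgeR adjusted p = 0.0203). With library batch as a covariate, where N10 is the only WT library compared, the log2 fold change of *Doc2b* was -0.63.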

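*Fos* had 22.04 ± 22.7 CPM in WT and 58.4 ± 33.8 CPM in 16GsoT/T P35 HC (SD, n = 3 each). The groups overlapped, and the log2 fold change of 1.41 (standard error 0.549) did not pass the threshold (edgeR adjusted p = 0.472). It passed only with no filter on low counts and without WT library N10. As a set, the IEGs were higher, 16 of 18 genes, with a median log2 fold change of 0.89 (camera adjusted p = 3.71e-06), but no IEG was a DEG over all genes tested, and 11 passed when adjusted over the list alone. *Egr2*, for example, had a log2 fold change of 1.55 (standard error 0.615, edgeR adjusted p = 0.488) and *Ier2* of 1.40 (standard error 0.384, edgeR adjusted p = 0.274). The set did not pass with fry (adjusted p = 0.828) or with an estimated correlation (adjusted p = 0.824). By fitted fold change, the highest DEGs of P35 HC with at least 2 log2 CPM were the predicted gene *Gm6969*, *Gm10154* and *Aytl1b*. They were at least 28.2-fold, 18.1-fold and 12.3-fold higher, all against WT libraries with at most 3 counts. These bounds do not fix the order, since *Ttr* had a log2 fold change of 4.26 and *Folr1* was at least 14.5-fold higher. With library batch as a covariate, where N10 alone stands for WT, the fitted log2 fold changes of *Gm10154* and *Aytl1b* were 4.737 and 5.055.
From the signal of neurotransmitter imbalance together with the higher IEGs, the paper proposes a response to chronic neurological stress.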

#### Brain region- and time-specific dysregulation of specific Auts2 isoforms:

Considering that the translocation could possibly dysregulate expression of *Auts2* isoforms differentially, we designed and calibrated primers to measure expression of the transcripts individually. In the present data set and in a previous project (Saul *et al.* 2017), we had noticed evidence for a novel *Auts2* promoter also included in a transcript model (ENSMUSG00000029673) and confirmed expression from this novel promoter by sequencing an qRT-PCR product from both CB and HC (Supplemental Text). We refer to this novel transcript as T6 (Figure 1B), and we also designed primers to detect its expression (Table S4).

Differential expression of *Auts2* isoforms was detected by qRT-PCR in both brain regions, although in transcript-, region- and time-specific patterns. Transcripts T1 and T4 were both significantly down-regulated in P14 HC, whereas novel isoform T6 was down-regulated in both brain regions, with significant differences in HC at both P14 and P35 (Figure 5). In contrast, isoform T5 was not differentially expressed at either time point or brain region. We did not detect evidence of *Auts2* isoform up-regulation at P35 as suggested by RNA-seq data, possibly related to the relatively low levels of *Auts2* expression at the later time point and the small amounts of expression-level change. Nevertheless, the data confirmed that several *Auts2* transcripts are down-regulated by the 16Gso mutation during early postnatal development, with peak effects around P14.

**Figure 5:**
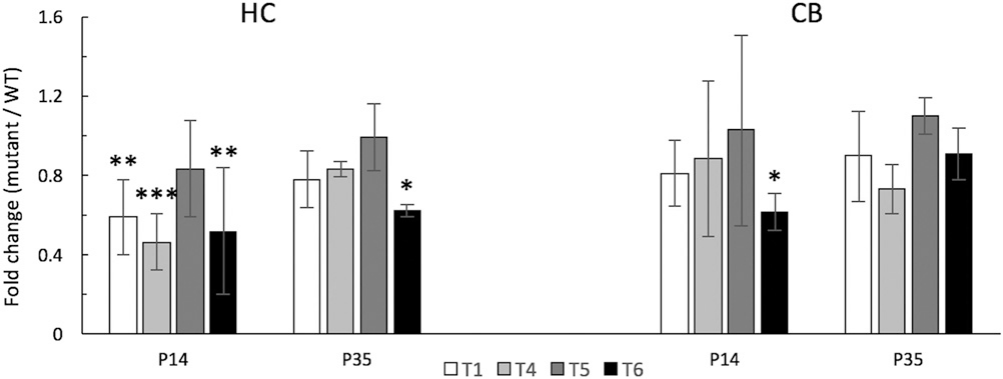
Cerebellar and hippocampal expression of *Auts2* transcripts in 16GsoT/T compared to WT controls at P14 and P35. *Auts2* isoforms (T1, T4, T5 and T6) expression in 16GsoT/T HC and CB at P14 and P35 was normalized to WT levels, which were set at 1. The expression of *Auts2* isoforms T1, T4 and T6 was decreased in P14 16GsoT/T HC, while in CB, only *Auts2* isoform T6 was significantly reduced. At P35, *Auts2* isoform T6 was significantly decreased in HC, and no *Auts2* isoform is dysregulated in CB. n = 3 for each genotype and sample. ANOVA, *P < 0.05; **P < 0.01; ***P < 0.001. CB = cerebellum; HC = hippocampus.

### Auts2 and Galnt17 are co-expressed in a broad array of brain cell types

These data suggested primary roles for *Auts2* and *Galnt17* in the postnatal development of 16GsoT/T brain pathologies. To further assess these potential roles, it was important to document the cell types in which AUTS2 and GALNT17 proteins are expressed. *Auts2* expression has been documented in detail: the gene is highly expressed in both cerebellar PCs and hippocampal granule and pyramidal cells in adults, with a highly dynamic pattern across the brain during development (Bedogni *et al.* 2010). However, brain expression or function has never been investigated for *Galnt17*.

To examine protein expression, we used IHC with antibodies to AUTS2 and GALNT17 in CB and HC sections from WT animals. As revealed by these experiments, AUTS2 and GALNT17 proteins are both highly expressed in PCs, co-localizing with Calbindin (CalB) in juvenile (not shown) and adult brain sections (stars in Figure 6B, F**)**. We also saw co-expression in the smaller CalB-negative basket and stellate cells nestled among the PC dendrites, with AUTS2 expressed in the nucleus and GALNT17 expressed in the cytoplasm, respectively (arrowheads in Figure 6B, F). AUTS2 and GALNT17 were also detected in the cytoplasm of the cerebellar granule cells (asterisks in Figure 6B, F). We noted three other co-expression sites in the cerebellar region. First, as reported previously (Bedogni *et al.* 2010), AUTS2 was detected in selected neurons within the deep cerebellar nuclei; GALNT17 was also detected at high levels in these cells (arrowheads in Figure 6C, G). Also, consistent with previous data on AUTS2, both proteins were detected in the choroid plexus and ependymal cells (Figure 6D, H). Particularly relevant to the 16Gso cerebellar pathology but not previously reported, both AUTS2 and GALNT17 were also detected in Bergmann glia, as confirmed by co-localization with marker GFAP in Bergmann glia cell bodies at P1 (arrowheads in Figure 6A, E). Notably, every cell type that we found to express AUTS2 also expressed GALNT17.

**Figure 6:**
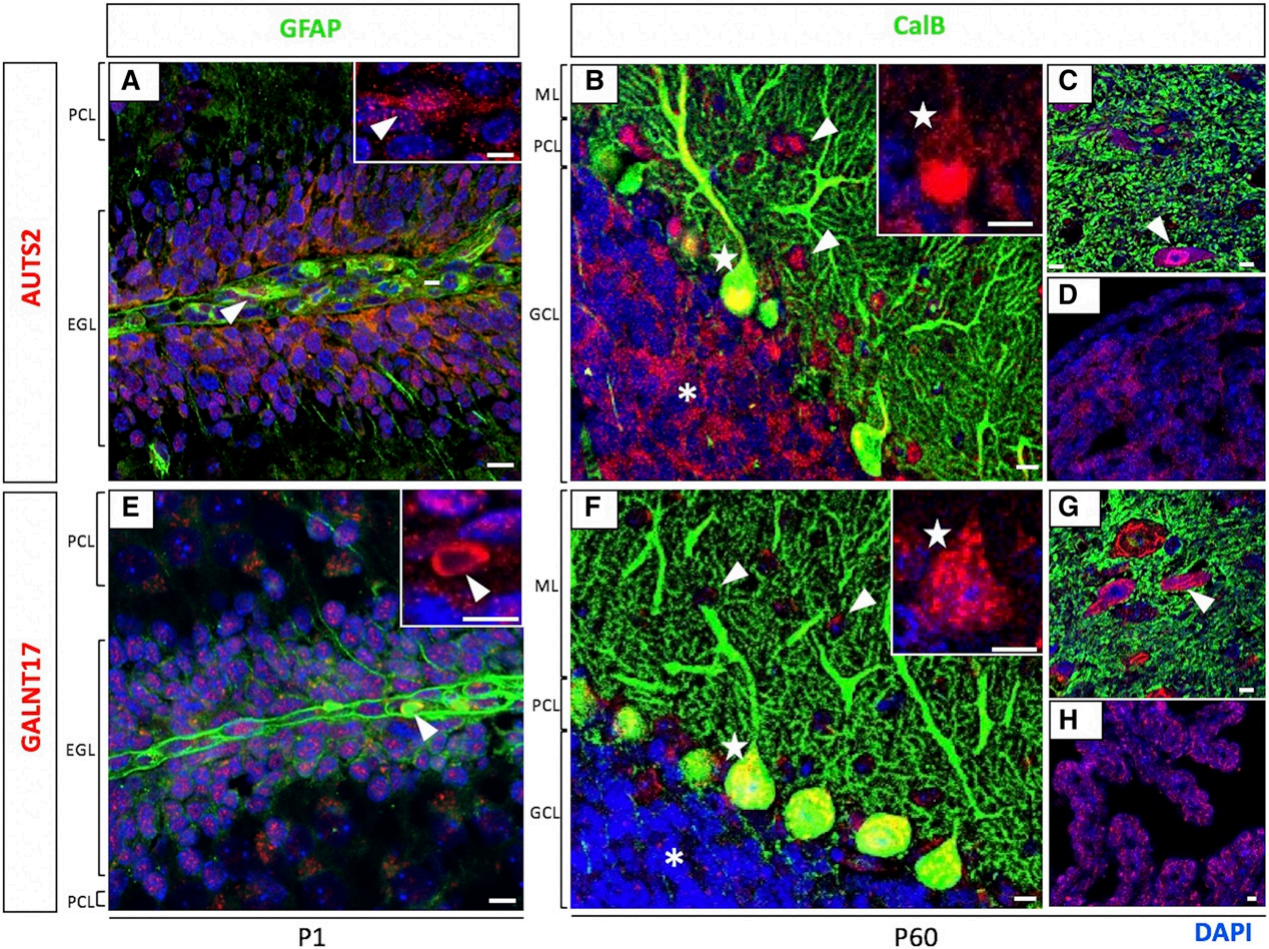
Co-expression of AUTS2 and GALNT17 in different cell types in CB. Expression of AUTS2 (red; top) and GALNT17 (red; bottom) in various cell types was determined by co-staining with antibodies to different markers, and by cell shape and location in CB. Both proteins are expressed in Bergmann glia (A and E; arrowheads) as marked by GFAP in green at P1, and in PCs (B and F; stars) as marked by Calbindin (CalB) in green at P60. Both proteins were also co-expressed in cerebellar GCs (B and F; asterisks), stellate cells (B and F; arrowheads), large neurons in the deep cerebellar nuclei (C and G; arrowheads), and choroid plexus (D and H). scale bar = 10 μm. PCL = Purkinje cell layer; EGL = external granule layer; ML = molecular layer; GCL = granule cell layer.

In postnatal HC, AUTS2 protein has been reported to co-localize with markers of Calretinin (CalR)-expressing immature granule neurons in the subgranular zone (SGZ) and granule cell layer (GCL) of the dentate gyrus (DG) as well as mature GCs in the GCL (Bedogni *et al.* 2010). We confirmed AUTS2 and demonstrated GALNT17 protein expression in both cell populations at P14 as well (Figure 7A, E). In mature GC, the GALNT17 protein was concentrated into bright punctate foci (Figure 7E, arrows**)**, consistent with previous reports of the protein’s concentration within the Golgi apparatus (Nakayama *et al.* 2012). However, in immature cells in the SGZ, the GALNT17 signal was more evenly distributed including staining in the nucleus (Figure 7E, dashed circles). These cells were also CalR+, confirming that GALNT17 and AUTS2 are co-expressed GC from a very early stage in their differentiation (dashed circles in Figure 7A, E). AUTS2 and GALNT17 proteins were also found together in PyC of the CA1 and CA3 regions of the HC (not shown). Additionally, we saw expression of both proteins in GABA-ergic (GAD 65/67 positive, or GAD+) cells, including the pyramidal basket cells located at the edge of the DG (Figure 7C, G) and scattered cells inside the DG hilus. Inside the ventral HC hilus, we also detected expression of both proteins in the large, scattered CalR+ mossy cells (Figure 7B, F, arrowheads). We further detected expression of both AUTS2 and GALNT17 proteins colocalizing with the marker CNPase (Figure 7D, H), indicating expression in oligodendrocytes, which has not been reported for AUTS2 previously. Therefore, many of the cell types thought to be abnormal based on RNA-seq experiments – including neurons as well as oligodendrocytes and ependymal cells – co-express AUTS2 and GALNT17.

**Figure 7:**
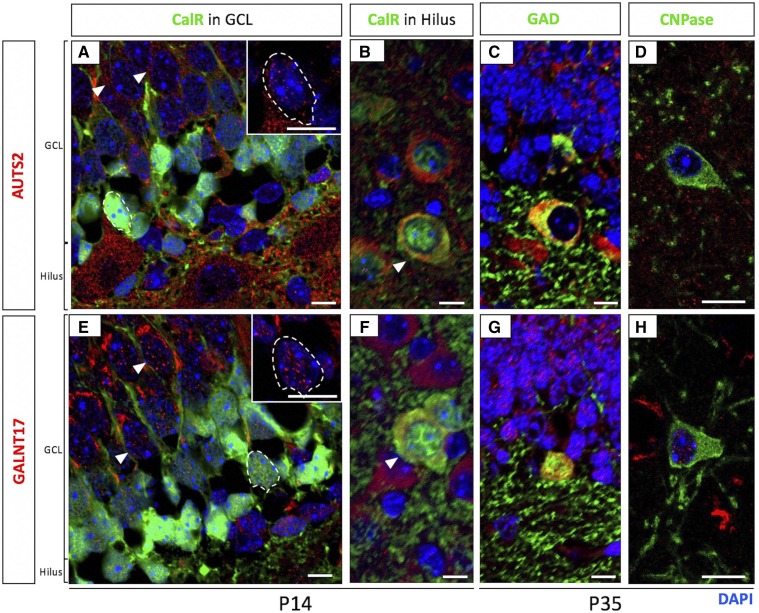
Co-expression of AUTS2 and GALNT17 in different cell types in HC. Expression of AUTS2 (red; top) and GALNT17 (red; bottom) in various cell types was determined by co-staining with antibodies to different markers, by cell shape, and by location in HC. Both proteins are expressed in immature GCs (A and E; dashed circles) marked by Calretinin (CalR) and in mature GCs (A and E; arrowheads), as well as mossy cells (B and F; arrowheads) marked by CalR, GABAergic pyramidal basket cells (C and G) marked by GAD 65/67, and oligodendrocytes (D and H) marked by CNPase. Scale bar = 10 μm. GCL = granule cell layer.

### Leveraging clues from transcriptomic data for new mechanistic insights

Based on RNA-seq data, we hypothesized that *Galnt17* LOF and global dysregulation of glycosylation is a major contributor to the unfolded protein response and cellular stress, the delayed differentiation of PCs, and failed development of Bergmann glia in mutant mice. We conjectured that the 16GsoT/T hippocampal pathology could also reflect abnormal developmental timing based on several bits of evidence. For example, RNA-seq data suggested delays in differentiation of neuronal intermediate progenitor cells (IPCs), based on down-regulation of markers of later differentiation stages - including *Neurod1* and *Prox1* (later intermediate progenitors), a post-mitotic marker for immature GC, *Calb2* (encoding CalR), and mature GC marker *Calb1* (CalB) (Table S3). Furthermore, as mentioned above, the abnormally dense packing of GCs and PyCs we observed is reminiscent of pathologies observed in the HC of ASD patients where it is thought to reflect abnormal timing of neuron maturation, dendrite formation, and synaptic connectivity (Amaral *et al.* 2008; Varghese *et al.* 2017). 

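In P14 HC, *Neurod1* had 56.5 ± 11.2 CPM in WT and 41.2 ± 2.39 CPM in 16GsoT/T (SD, n = 3 each), a log2 fold change of -0.45 (standard error 0.136, edgeR adjusted p = 0.141). *Prox1* had 100.2 ± 18.4 and 70.0 ± 6.92 CPM (log2 fold change -0.52, standard error 0.132, edgeR adjusted p = 0.106), *Calb1* 122.3 ± 15.9 and 92.7 ± 8.73 CPM (log2 fold change -0.40, standard error 0.104, edgeR adjusted p = 0.11), and *Calb2* 109.6 ± 30.1 and 88.6 ± 14.7 CPM (log2 fold change -0.31, standard error 0.187, edgeR adjusted p = 0.423). The WT and 16GsoT/T groups did not overlap for *Neurod1*, *Prox1* and *Calb1*. None of the 4 was a DEG over all genes tested, while 3 passed when adjusted over the list alone, which is not independent evidence, since the paper chose them on these libraries. *Prox1* passed under DESeq2, the classic exact test and without N6, *Calb1* under DESeq2 and the classic exact test, *Neurod1* without N6, and *Calb2* under no alternative. As a set, the 4 genes were lower (camera adjusted p = 0.022), though not with fry (adjusted p = 0.216) or an estimated correlation (adjusted p = 0.86), and not without N4, N5 or A18. At P35, none of them was a DEG in HC.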

Importantly, mis-timed maturation of hippocampal neurons could potentially explain key 16GsoT/T behavioral phenotypes -including impaired learning and memory as well as seizures – as well as related human AUTS2 syndrome phenotypes (Beunders *et al.* 2013).

To address this possibility, we examined the developmental trajectory of DG GCs, which are marked by location and well-established markers (reviewed by (Khalaf-Nazzal and Francis 2013; Nicola *et al.* 2015)). We used antibodies to TBR2, CalR, and CalB to identify and count the numbers of cells of each type in the DG of P14 mutants and controls. Whereas the DG of P14 16GsoT/T and WT mice contain similar numbers of neurons overall (Figure 8A), P14 mutants contain higher relative numbers of TBR2+ IPCs and fewer CalR+ and CalB+ cells than controls (Figure 8A). By P35, the numbers of TBR2+, CalR+ and CalB+ neurons in mutant DG had normalized (not shown) along with cell density (Figure 4C, D). This finding is consistent with the idea that in 16GsoT/T mutants, the dense packing of GC at P14 is a signature of the cells’ immaturity, and that hippocampal GC differentiation is significantly delayed.

**Figure 8:**
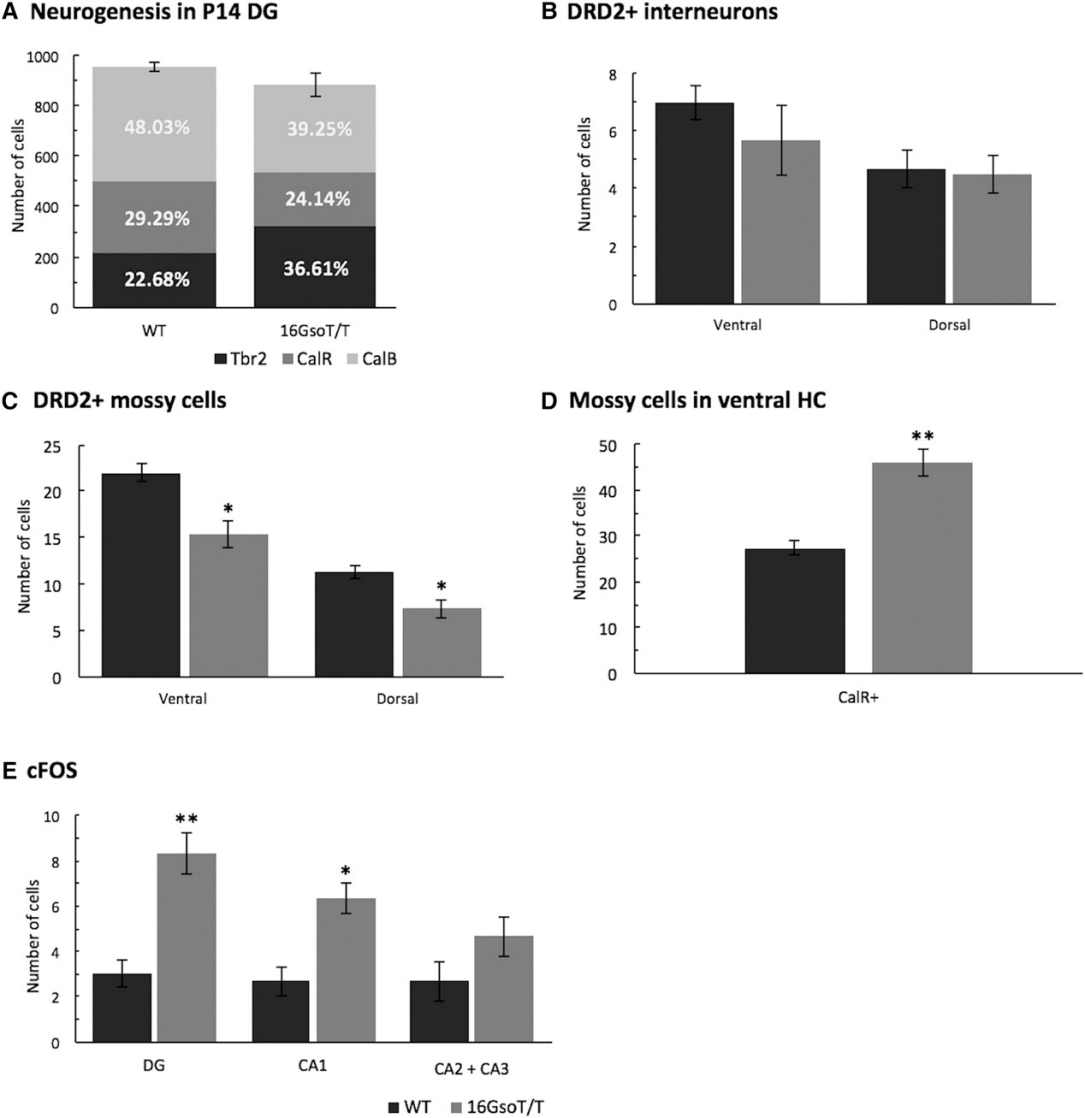
Molecular confirmation of 16GsoT/T hippocampal pathologies. (A) Percentage of IPCs (Tbr2+), immature GC (CalR+), and mature GC (CalB+) were measured in the DG at P14, with 16GsoT/T (gray bars) compared to age-matched WT controls (black bars). 16GsoT/T animals showed increased numbers of Tbr2+ IPCs (36.61% of the total numbers of neurons), but decreased numbers of immature (24.14%) and mature (39.25%) GC compared with WT (black). However, there was no difference in total number of cells in WT and 16GsoT/T hippocampal regions examined. (B) Number of DRD2+, GAD+ interneurons in ventral and dorsal HC. We detected no significant difference in numbers of interneurons between WT (black bars) and 16GsoT/T (gray bars) P14 animals. (C) Number of DRD2+ mossy cells in ventral and dorsal HC. Our counts revealed that 16GsoT/T animals have significantly fewer DRD2+ mossy cells in both dorsal and ventral HC than WT controls. (D) Number of overall mossy cells are significantly more in 16GsoT/T than in WT in ventral HC. (E) Number of cFOS+ cells in DG, CA1, and CA2 and CA3 hippocampal regions at P35. 16GsoT/T P35 HC contained more cFOS+ cells in DG and CA1 regions than in WT controls, but similar numbers in CA2/3. n = 3 for both genotypes. DG = dentate gyrus; HC = hippocampus. ANOVA, *P < 0.05; **P < 0.01.

A second transcriptomic signal we sought to investigate was the reduced dopaminergic signaling detected in the P14 16GsoT/T animals – centered around the dopamine receptor type 2 gene, *Drd2*. In the HC, *Drd2* is expressed primarily in DG hilar mossy cells and interneurons, both of which interact intimately with and regulate hippocampal GC and PyC. To identify the cell types responsible for reduced DRD2 expression, we stained P14 16GsoT/T and WT hippocampal sections with a DRD2 antibody together with markers for interneurons (GAD+) to clearly distinguish them from mossy cells. The results revealed that DRD2+, GAD+ interneurons were present in normal numbers in 16GsoT/T mutant mice (Figure 8B**)**. In contrast, DRD2+, GAD- mossy cells were present in significantly lower numbers in 16GsoT/T mutant dorsal and ventral HC compared to WT controls (Figure 8C). However, when we used CalR to identify hilar mossy cells independently of the DRD2 signal, we saw that the mossy cells were actually present in higher numbers in 16GsoT/T than in WT animals in ventral HC (Figure 8D). Therefore, mossy cells are generated in higher numbers, and migrate properly to the hilus in 16GsoT/T HC, DRD2 protein is expressed at significantly reduced levels in that population of cells.

Finally, we used an antibody to cFOS to identify the sources of the increased IEG expression in 16GsoT/T HC and CB. In P35 HC, increased cFOS signal was detected clearly in the DG GCL (Figure 8E) and in CA1 PyCs. However, we found no significant difference in cFOS signals between 16GsoT/T mutants and WT in CA2 or CA3 regions. Together with the histopathological findings, these data suggest that 16GsoT/T hippocampal pathology is primarily focused in the DG and CA1 regions, and that despite the normalized cell numbers in adult DG, cellular pathology persists in both regions into adulthood.

## Discussion

Here we provide a detailed molecular, behavioral, cellular, and neuropathological analysis of mice inheriting T(5G2;8A1)GSO (16Gso), a novel reciprocal translocation involving chr5 and chr8. On chr5, the breakpoint falls in the intergenic region between *Galnt17* and *Auts2*; the translocation affects expression of *Galnt17* as well as specific *Auts2* alternative promoters in a conditional manner, with distinct spatial and temporal effects on each. Importantly, this dysregulation was detected in brain regions that show distinct neuropathologies in 16GsoT/T mice and at the developmental time points during which these pathologies first appear. Although *Galnt17* mutations have not been investigated, several phenotypes detected in 16GsoT/T mice overlap obviously with those of *Auts2* KO mutants, and share features with human AUTS2 syndrome patients as well (Table 1).

On chr8, the 16Gso translocation breakpoint falls upstream of the *Sox1* gene; mis-expression of *Sox1* was not detected in the brain regions or postnatal time points we examined, but *Sox1* KO homozygotes display seizures, freezing, and anxiety-related behaviors also expressed by 16GsoT/T mice (Table 1). Although we cannot rule out a subtle role for this gene in the 16Gso behavioral phenotypes, several lines of evidence argue against *Sox1* as a central driver. In particular, neither *Sox1* KO homozygotes (Malas *et al.* 2003; Sottile *et al.* 2006) nor 16Gso/+, *Sox1/+* double heterozygotes (Weisner 2015) display the distinctive brain pathologies that we detected in 16GsoT/T mice. Moreover, genetic complementation tests between the recessive 16Gso and *Sox1* KO alleles have been completed, and neither brain pathologies, seizures nor exaggerated freezing behaviors were observed in 16Gso/+, *Sox1*^-/+^ compound heterozygotes (Weisner 2015).

Here we should note that epilepsy is one of the phenotypes shared by 16Gso mutants and some AUTS2 syndrome patients (Table 1), suggesting that even this phenotype could be related to chr5 breakpoint-spanning genes. However, the specific hippocampal and cerebellar pathologies we identified in 16GsoT/T mice have not been previously associated with any *Auts2* mouse mutations and other than generalized microcephaly, specific brain pathologies have not been described for human AUTS2 patients to date. On the other hand, severe cortical abnormalities that have been documented for *Auts2* KO homozygotes (Hori *et al.* 2014) are not seen in 16GsoT/T mice. We hypothesize that these differences in behavior and pathology are likely due to the translocation’s partial, isoform-specific, and spatially- and temporally-limited effects on *Auts2* expression, with a possible contribution from the coordinated dysregulation of *Galnt17*.

Testing these conjectures will require further investigation with conditional mutants, including a first look at the brains and behaviors of *Galnt17* mice. Nevertheless, the unique 16GsoT/T cerebellar and hippocampal pathologies - including the mistiming of both PC and hippocampal neuron differentiation and PC loss – hold significant potential for human clinical relevance. These 16GsoT/T phenotypes bear some very striking similarities to those observed in ASD patients (Amaral *et al.* 2008; Varghese *et al.* 2017; Fatemi *et al.* 2002; Courchesne and Pierce 2005; Courchesne *et al.* 2005), and related cellular phenotypes have been tied to temporal lobe epilepsy, bipolar disorder, depression, schizophrenia, and ADHD as well (Chambers 2013; Goodman *et al.* 2014; McKinnon *et al.* 2009; Otten and Meeter 2015; Hester and Danzer 2014; Finch *et al.* 2002; Maloku *et al.* 2010; Strata 2015). The similarities suggest a broad relevance to *AUTS2*-linked disease.

Importantly, 16Gso neuropathologies involve cell populations that express AUTS2 and GALNT17 during the critical postnatal period when the pathologies first appear. Indeed, we show that the two proteins are highly co-expressed in brain; in fact, we could not identify a single cell type in which one was expressed and the other was not. One possible explanation for this tight co-expression could be that *Galnt17* is a target of AUTS2 nuclear isoforms; however, arguing against this possibility, *Galnt17* binding has not been indicated by AUTS2 chromatin precipitation to date (Oksenberg *et al.* 2014), and we found *Galnt17* to be highly down-regulated in P14 CB in the absence of effects on *Auts2*. Rather, we posit, the high level of co-expression suggests that the two genes are controlled within a common three-dimensional regulatory structure, perhaps involving interactions with shared local enhancers. This possibility is supported by the fact that three-dimensional interactions between *Auts2* and *Caln1* (located directly downstream of *Galnt17*) are regulated by cocaine in striatal spiny neurons (Engmann *et al.* 2017). Furthermore, the cellular functions attributed to GALNT17 – ECM interactions, cell adhesion, cell motility, formation of lamellipodia and filopodia, and endocytosis (Nakayama *et al.* 2012) - dovetail well with those identified for AUTS2 (Hori *et al.* 2014); these data suggest that the proteins could be coordinated to act in the same pathways in developing neuronal cells.

The current study provides novel mechanistic clues to these pathways and possible roles of each gene. For example, RNA-seq data implicate *Galnt17* LOF as the major contributor to the delayed maturation and age-related loss of PCs, whereas reduced expression of *Auts2*, *Galnt17*, or both genes in concert could contribute to the 16GsoT/T hippocampal pathology. Interestingly, common themes of delayed neuronal maturation and cellular stress were detected in both brain regions. Connecting brain pathology to behaviors, we surmise that the abnormal development of hippocampal neurons is linked to 16GsoT/T learning deficits, and suggest that similar pathologies may be relevant to ID in AUTS2 syndrome patients as well. Furthermore, the failure of hippocampal connectivity, PC loss, or a combination of the two could contribute to developmental delay, anxious and repetitive behaviors, and seizures. The present data can be used to design experiments involving strategic combinations of conditional mutants together with new tools, such as single-cell sequencing, to address these hypotheses.

As mentioned, genotype-phenotype relationships in the *AUTS2* region are complicated, as has been studied and summarized in great depth by expert groups (Beunders *et al.* 2016; Beunders *et al.* 2013; Oksenberg and Ahituv 2013). Our data suggest that different combinations of *AUTS2* isoform mis-expression, perhaps combined with effects on co-regulated *GALNT17*, could explain some of the phenotypic heterogeneity. Interestingly, in addition to a multigenic and *Auts2* intragenic deletions and duplications, human duplications contained completely within the intergenic region between *AUTS2* and *GALNT17* have been reported in public databases, and are associated with generalized developmental delay (for example, in the ClinVar database (Landrum *et al.* 2016)). Data from the 16Gso translocation would predict that these and perhaps other noncoding variants in the region could impact expression of both genes. However, gene expression has not been investigated in conjunction with any AUTS2 syndrome mutations; fortunately, questions raised by this study can be addressed by further studies in mouse and other model organisms.

It is now well-established that even small, intragenic mutations can disrupt enhancers and impact expression of neighboring genes (Dixon *et al.* 2015; Dixon *et al.* 2012; Griffin *et al.* 2002; Kleinjan *et al.* 2006; Kleinjan and Coutinho 2009), and we propose that a clear picture of genotype-phenotype associations in this region will emerge with incorporation of a detailed regulatory map. An elegant study in zebrafish has identified several conserved *Auts2*-region enhancers (Oksenberg and Ahituv 2013), but additional regulatory elements active in specific brain cell types and at additional developmental time points are certain to emerge. Fortunately, tools for investigating genome-wide regulatory relationships are becoming increasingly accessible, and can possibly provide key missing pieces to this genetic puzzle.

Since *Galnt17* expression and *in vivo* functions have not previously been characterized, our data, revealing the protein’s broad co-expression with AUTS2 and its potential role in regionally-associated neuropsychiatric disorders, are both novel and significant. This study builds groundwork for understanding the neurodevelopmental underpinnings of AUTS2 syndrome behavioral phenotypes and of other types of regionally-associated neurological disease, and suggests roles for each gene in these phenotypes. More generally, this study raises the possibility that other clusters of topologically-linked, coregulated genes could explain natural variance in expression many types of neurodevelopmental disorders, including those associated with mutations within the boundaries of well-studied genes.

How the deposited data were processed for this re-analysis (not part of the article)

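RNA from the CB and HC of 16GsoT/T and WT mice at P14 and P35 was sequenced in 24 libraries, with 3 mice in each of 8 groups. The paper states in its results that expression was analysed in males. Its methods name Trizol extraction, DNase treatment, a KAPA Stranded mRNA-Seq kit and an Illumina HiSeq sequencer. The sample labels name a TruSeq Stranded mRNA kit instead. The authors mapped the reads with Tophat2, counted the reads per gene with HT-seq count, and deposited these raw counts without normalization, in one table for each age. The tables held 25793 gene symbols and the summary lines of HT-seq count, which give the reads on no feature and the reads with more than one mapping position. No column of values was left out. Each library was assigned to its region, age and genotype from its sample label. The values of the tables were whole counts. Of the gene symbols, 25 had been turned into dates and were kept as they were. Some genes are listed under older symbols, among them *Galnt17* as *Wbscr17*, *Eogt* as *A130022J15Rik* and *Drd1* as *Drd1a*. The genome build, the annotation and the strand option behind the counts are not named in the paper's text.

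Each of the 4 comparisons of 16GsoT/T with WT used the 6 libraries of one region and age. In R 4.3.3, the counts were scaled by the TMM method and fitted with the quasi-likelihood model of edgeR 4.0.16, after filterByExpr with a minimum count of 10 and a minimum total count of 15. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and DEGs had an adjusted p of at most 0.05. As in the paper, a fold change of at least 1.5 was used as a further limit where stated. Standard errors of log2 fold changes come from the same fits. Interactions of genotype with region, and of genotype with age, were fitted over 12 libraries. In each comparison the genes named for their size of change are the 3 highest and 3 lowest DEGs with at least 2 log2 CPM and groups that did not overlap, and at each list at most 4 DEGs with the largest changes were named. A few results for single genes are not reported here. A fold change against a group in which every library had at most 3 counts is given as a lower bound. The bound covers counting error only.

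Of 30 gene lists written beforehand, 28 were tested as sets, 14 for categories or genes of the paper and 14 for checks on tissue content, blood, time of day and glucocorticoid response. The others hold the genes at the breakpoints and genes of the X and Y chromosomes that check the sex of the samples, and these were read gene by gene. The lists stand in for the DAVID terms of the paper, which cannot be repeated from the counts. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with at least 4 genes per list. The Reactome pathways in fgsea 1.28.0 with 10 to 300 tested genes were tested in the same way. The number of DEGs shared by 2 comparisons was set against 10000 random draws of as many genes from those tested in both.

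The alternatives were DESeq2 1.42.0, the classic exact test of edgeR, DESeq2 size factors, no filter on low counts, at least 10 counts in every library, one fit of all 12 libraries of an age, each library left out in turn, the limit on fold change, and library batch as a covariate in P35 HC. For the lists they were fry and camera with an estimated correlation. These were chosen before the data were examined. Leaving out single libraries for the interactions and for the shared DEGs was added afterwards. Library batch as a covariate in P35 HC compares N10 alone with the 16GsoT/T libraries, so only its effect sizes are given. The tests were tried on simulated data, with counts drawn from negative binomial distributions that had the library sizes, the mean levels and the spread of the real libraries, in which 200 genes were changed by 1.5 on the log2 scale. The quasi-likelihood test called 96.9% of the changed genes that were tested in P14 CB, 96.4% in P35 CB, 92.3% in P14 HC and 90.8% in P35 HC, along with 22, 12, 16 and 12 unchanged genes. For the interactions it called between 74.0% and 82.3%.

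The depth per library limits the precision of weakly expressed genes, and the P35 HC libraries had the fewest reads on genes. Positions of genes and breakpoints come from NCBIM37 with the GENCODE vM1 annotation, in which 21635 of the symbols have one position. The supplementary tables of the paper were not used here. The measurements by qRT-PCR, by histology and of behaviour were not analysed here.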

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

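The tests on library preparation, tissue content, library batch, sex, Y chromosome strain, blood, time of day and lane, and the ratio of depth between P14 and P35 CB, were chosen after the results were seen. The tests on other splits, GC content, gene length, thinned counts and chromosomes 5 and 8 were set before. The verdicts on the Y chromosome and on chromosomes 5 and 8 were weakened after their values had been seen.

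The effect of genotype differed between regions at P35 for 1380 of 14363 genes and between ages in CB for 2934 of 15784 genes. For *Galnt17* the log2 fold change in CB differed between the ages by 0.733, and for *Auts2* by 0.589. In HC it differed for 1 gene, *Gm6969*, and at P14 between the regions for none, with 1509 at an unadjusted p under 0.05. The number at P35 was reached in 3 of 100 drawn splits of the libraries, the real one included, and that for age in CB in 2 of 100. The other splits that reached them kept the real split of P35 CB, and those that parted P35 CB otherwise gave at most 1 and 3 genes. In HC, 22 of 100 splits gave as many genes as the real one. Splits that kept P35 CB but parted the other libraries otherwise still gave 569 to 1596 genes for region at P35. For age in CB such splits gave 2400 to 3282. The counts of splits thus restate that the real split of P35 CB is 1 of 10, which cannot decide on chance. Chance arrangement of the libraries is therefore not argued against for the first 2 results, nor for age in HC. For the regions at P14, where the real number is 0, all 100 splits reach it by construction, so the count of splits says nothing there.

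Both of these results rest on the 4947 DEGs of P35 CB, which no other of the 10 splits of those 6 libraries approached (1 of 10). The same held for the DEGs of the other comparisons, with 1 of 10 each, which is the smallest share that 3 against 3 can give. Depth argues against an explanation by more reads, since the median library of P35 CB held 0.187 times the counts of P14 CB. With the counts of P35 CB thinned to the depth of P35 HC, 3946 DEGs were called, of which 3749 were DEGs before thinning. A trend with GC content as the whole cause is argued against for the 4419 DEGs with a known GC content. Of these, 80.9% passed after it was removed. So is gene length, with 90.9% of the 4419 DEGs with a known transcript length. A difference in library preparation or read mapping stays open. The share of reads on genes was 4.64 points higher in 16GsoT/T than in WT in P35 CB, with no overlap, while it differed by 1.09, 0.393 and 0.637 points in the other comparisons, with overlap. In P35 CB this share cannot be told apart from genotype, because it splits the libraries as genotype does. In P14 CB the share of reads on no annotated gene differed by -1.28 points, 16GsoT/T minus WT, also with no overlap. An effect of genotype that depends on age and region, as the design gives it, is also open.

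Gene lists whose shift differed between groups, with the camera adjusted p of the difference, follow those numbers. Between regions at P14 these were myelin (5.04e-10), motile cilium (2.27e-05) and granule cell markers (0.00504). Between regions at P35 they were extracellular matrix (0.00411), heat shock and unfolded protein (2.78e-06), synaptic vesicle (9.9e-08), growth cone (8.45e-05), postsynaptic density (0.011), glycosylation (2.78e-06), glucocorticoid-induced (0.0157), choroid plexus (2.78e-06), meninges (0.011), endothelial and mural (0.000124) and microglia (0.0275). Between ages in CB they were extracellular matrix (0.00482), heat shock and unfolded protein (5.03e-06), synaptic vesicle (1.52e-09), growth cone (6.11e-06), glycosylation (2.04e-05), glucocorticoid-induced (3.85e-08), meninges (0.00248), endothelial and mural (2.08e-07), Purkinje cell (0.00117) and disease genes (0.00378). Between ages in HC they were myelin (0.000694), motile cilium (0.000474), postsynaptic density (0.000474), glucocorticoid-induced (0.000389) and choroid plexus (0.000389). These tests use the preset correlation, and other splits of the libraries passed lists easily. As many lists as in the real comparison passed in 8 of 10 splits in P14 CB, 4 of 10 in P35 CB, 7 of 10 in P14 HC and 7 of 10 in P35 HC. The real split was therefore not exceptional in the number of lists, and a chance arrangement is not argued against. These splits are of the single comparisons, and the lists of the interactions were not counted over splits.

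Glucocorticoid-induced genes, a list the paper does not examine, were lower in 16GsoT/T at P14. In P14 CB 19 of 19 genes were lower and 10 were DEGs (camera adjusted p = 3.67e-21, fry adjusted p = 0.0165), with *Plin4*, *Map3k6*, *Zbtb16* and *Sult1a1* changed most. *Plin4*, *Map3k6* and other single calls did not hold when some libraries were left out. In P14 HC 18 of 18 were lower and 4 were DEGs (camera adjusted p = 9.87e-10, fry adjusted p = 0.00915). In P35 CB the list was higher, with 14 of 17 genes (camera adjusted p = 0.0317), and not with fry or without M27, C20 or C21. The list holds 2 of the disease genes that the paper picked on these libraries. A sequencing lane is argued against in P14 CB, where the labels give one lane to the libraries and 19 genes were lower. It cannot be told apart in P14 HC, where 18 were lower and each genotype has its own lane. The time of day of dissection stays open, since the 2 clock lists did not shift (smallest camera adjusted p 0.343) but such a small list of genes leaves it undecided. Lower glucocorticoid signaling at P14, from genotype or from handling, may also be the cause and was not tested.

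Choroid plexus genes were higher in 16GsoT/T P35 HC, 14 of 14 tested, of which 9 were DEGs (camera adjusted p = 1.07e-26, fry adjusted p = 0.0602). The median log2 fold change was 2.53, or 2.38 with the genes at the floor set to their bound. *Ttr*, the most abundant of them, had 52.4 to 63.5 CPM in WT and 294 to 1655 CPM in 16GsoT/T. Choroid plexus tissue carried into the dissected 16GsoT/T samples may explain it, since the 14 genes rose together and *Ttr* varied as widely between mice of one genotype elsewhere, from 6.36 to 1980 CPM in P35 CB WT. Library batch is argued against, since with batch as a covariate the list still passed (camera adjusted p = 1.06e-22), though *Folr1*, *Slc4a5* and *Clic6* lost their calls. A change in the choroid plexus itself was not tested. Of the 18 DEGs of P35 HC, 9 belong to this list.

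In P35 CB, endothelial and mural genes (camera adjusted p = 4.34e-07, 11 of 11 lower, all DEGs) and meninges genes (camera adjusted p = 0.000423, 14 of 14 lower) fell with the extracellular matrix genes. Fewer vascular and meningeal cells in the 16GsoT/T samples, from dissection or from a change in the tissue, may explain the lower matrix genes, since the endothelial list, which shares 0 genes with the matrix list, had a median log2 fold change of -0.92. The meninges list shares 6 genes with it. Which of these it was is open.

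Hemoglobin genes moved apart in P35 CB, *Hba-a1* with a log2 fold change of 1.62 and *Hba-a2* with -4.28. Blood in the tissue would move both alike, so it is argued against as the cause of their moving apart, with a difference of 5.90 (standard error 0.306). More blood in 16GsoT/T as the source of a net rise stays open, since the summed CPM of both genes rose from 110.0 ± 23.3 in WT to 198.9 ± 48.1 in 16GsoT/T (SD, n = 3 each) and *Hbb-b1* was higher by 0.68 on the log2 scale (edgeR adjusted p = 0.0268), with overlapping groups. The counting of reads that fit both genes, or a strain variant, was not tested. In P14 CB, 4 of 4 blood genes were lower (camera adjusted p = 0.0226), which did not hold with fry or without 1, 3 or 4.

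The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were lower in 16GsoT/T, with most negative log2 fold changes of -0.971, -1.58, -1.14 and -0.917. They were DEGs in P14 CB, P35 CB and P14 HC, and none was in P35 HC. Female or mixed-sex samples are argued against, since *Xist* was at most 2.57 CPM in a 16GsoT/T library. Reads of a Y chromosome of another strain lost in mapping cannot be told apart from an effect of genotype. The values of *Eif2s3y* and *Kdm5d* varied between the 3 comparisons beyond their error, with heterogeneity chi-squares of 22.1 and 40.8 against a 95% point of 5.99, while those of *Ddx3y* and *Uty* did not, with 5.40 as the larger. In P35 HC the mean of the 4 genes was 67.4 CPM in WT library N10, but 43.5 and 38.2 CPM in WT libraries W481 and W483, which form another library batch, against 37.6, 44.7 and 44.04 CPM in 16GsoT/T. An effect of genotype alone does not account for the low values of these WT libraries. A difference in the Y chromosome or in the batch between WT mice stays open. The labels give 2 strain names, and the WT libraries other than those of P14 CB carry B6C3.

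Other lists of the single comparisons passed where the paper names no such category among the DEGs. Myelin genes were lower in P14 CB (camera adjusted p = 2.8e-06, 19 of 19 lower, fry adjusted p = 0.673, no DEG), as were Purkinje cell genes (camera adjusted p = 2.49e-06, 12 of 12 lower, fry adjusted p = 0.0559). The paper reports fewer Purkinje cells in lateral sections of the 16GsoT/T CB at this age, a histology result that was not analysed here. Astrocyte genes were lower in P14 HC (camera adjusted p = 0.0372, 7 of 10 lower). They did not pass with fry (adjusted p = 0.216), an estimated correlation (adjusted p = 0.86) or all 12 libraries (camera adjusted p = 0.0584). In P35 HC microglia genes were higher (camera adjusted p = 0.00155, 10 of 12 higher) and thalamus genes were lower (camera adjusted p = 0.0319, 10 of 10 lower), neither with fry. The list of thalamus genes did not pass without N10 or B11, and microglia not without B11 (0.0612). The Reactome pathway Eukaryotic Translation Elongation, with 81 tested genes, was higher in P35 CB (camera adjusted p = 1.58e-10, median log2 fold change 0.30, fry adjusted p = 0.011). No biological explanation was tested for these.

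DEGs were not concentrated on chromosomes 5 and 8, with a smallest adjusted p of 0.789 over Fisher's exact tests of 2 chromosomes and 4 comparisons. Alleles linked to the translocation cannot be told apart from its effect by this test, because linked alleles need not change many genes.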

How the results depend on the processing

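The tests on interactions and shared DEGs that left out single libraries were chosen after the results were seen, and the other alternatives before the data were examined. No paired analysis was possible because the genotypes come from different mice that share no replicate numbers, so the 4 planned fits with replicate as a block were not run. Where no cause is named for a change below, the cause was not tested.

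The limit on fold change left 1634 DEGs in P35 CB, 343 higher and 1291 lower. Under the other alternatives the number stayed between 3492 and 5295, and between 3792 and 4762 with single libraries left out. Apart from the limit on fold change, the other comparisons moved more. In P14 CB, 81 DEGs became 234 with DESeq2 and 248 with the classic exact test. In P14 HC, 124 became 397 with DESeq2, 624 with the classic exact test and 326 with all 12 libraries fitted together. In P35 HC, 18 became 46 with DESeq2, 88 with the classic exact test, 134 with no filter on low counts, 37 with all 12 libraries and 7 with at least 10 counts in every library, which tests fewer genes. Library batch as a covariate leaves N10 as the only WT library compared in P35 HC, so no number of DEGs is given for it. The share of higher genes among the DEGs of P35 HC, 83.3%, was 48.6% with all 12 libraries, 54.5% with no filter and 57.1% with at least 10 counts in every library.

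Single libraries weighed on these numbers. In P14 CB they ranged from 33 without WT library 2 to 181 without 16GsoT/T library 4, with 37 without WT library 1 and 46 without WT library 3 or 16GsoT/T library 5. In P14 HC they fell to 18 without N4, 33 without N5, 21 without A13 and 13 without A14, and the highest was 114. In P35 HC they were 139 without N10, 10 without W481, 40 without B11 and 6 without B12. A fit without one library has fewer samples, which lowers the number of calls, but the increases have no such cause. Their cause was not tested.

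*Galnt17* was lower in 16GsoT/T in each comparison under each alternative and with each library left out. In P35 CB it lost its call with all 12 libraries, with a log2 fold change of -0.31. In P14 HC it ranged from -0.50 to -0.44 with single libraries left out, and lost its call without N4, N5, A13 or A14. In P35 HC it gained a call at -0.61 with DESeq2, -0.62 with the classic exact test, -0.62 with no filter and -0.61 with all 12 libraries, and also without N10 (-0.70) and without B11 (-0.72). With single libraries left out it ranged from -0.72 to -0.49, and with library batch as a covariate it was -0.42. *Auts2* in P14 HC kept its call under the other alternatives. With single libraries left out it ranged from -0.59 to -0.44, and of these 6 fits the one without N6 called it. In P35 HC, *Auts2* ranged from -0.18 to 0.073, with the sign reversed without N10 (0.073), W483 (0.00191) or B10 (0.0526). *Sox1* ranged from -0.081, without 16GsoT/T library 4, to 0.14 in P14 CB, and from -0.0692, without M29, to 0.13 in P35 CB, where it was also reversed without C20 (-0.0108).

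Among other genes, the direction reversed for *Caln1* in P35 HC with library batch as a covariate (0.19) and in P14 CB without 16GsoT/T library 4 (-0.00667, up to 0.14 with others left out). *Xist* in P14 HC reversed without N6 (-0.0334, up to 0.34), and *Ddx3y* in P35 HC without N10 (0.30, down to -0.26). Glycosylation genes in P14 CB that were near 0 also reversed. These were *Ogt* without WT library 2 (-0.00442, up to 0.0692), *B4galt1* without WT library 2 (-0.0207, up to 0.16) and *B4galnt4* without 16GsoT/T library 4 (0.0155, down to -0.16). *B3galt2* reversed without 16GsoT/T library 5 (-0.0398) or 6 (-0.00901), with 0.13 as its highest value. *B3galnt2* reversed without WT library 2 (-0.037) or 3 (-0.00689) or 16GsoT/T library 5 (-0.0474), with 0.0509 as its highest value. Of 923 values of 154 other genes under the alternatives apart from single libraries, 859 kept their direction and their side of the threshold. With single libraries left out, 772 of 924 values did so, while 130 lost a call, 11 gained one and 11 reversed.

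The lists depended on the test. Of the 28 lists, camera passed 6 in P14 CB, 9 in P35 CB, 7 in P14 HC and 5 in P35 HC. With fry these were 2, 8, 3 and 0, and with camera and an estimated correlation they were 0, 0, 0 and 0. Both alternatives allow for correlation between genes as measured in the 6 libraries, and a correlation estimated from so few libraries is itself uncertain. The IEG list had an adjusted p of 0.24 with fry and 0.493 with an estimated correlation in P14 CB, 0.101 and 0.707 in P35 CB, and 0.828 and 0.824 in P35 HC. In P35 HC it was at 0.99 with library batch as a covariate. In P35 CB, with an estimated correlation, the adjusted p was 0.649 for heat shock and unfolded protein genes, 0.265 for synaptic vesicle genes, 0.192 for growth cone genes, 0.288 for extracellular matrix genes and 0.0664 for glycosylation genes, all of which passed with fry. In P14 HC, with fry and with an estimated correlation, it was 0.662 and 0.88 for myelin, 0.157 and 0.821 for motile cilium genes, and 0.216 and 0.86 for granule cell markers. For the postsynaptic density in P35 HC it was 0.812 and 0.824.

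With single libraries left out, the adjusted p of camera for the granule cell markers in P14 HC ranged from 0.000202 to 0.0812, above the threshold without N4 (0.0713), N5 (0.0812) or A18 (0.0721). For the postsynaptic density in P35 HC it ranged from 0.000115 to 0.171, the latter without B10. For myelin in P35 CB it ranged from 0.00438, without C20, to 0.877. Lists that were not past the threshold changed direction at times. Motile cilium genes in P35 CB ranged from 0.291 to 0.999 and reversed without M29 (0.862) or C19 (0.877). Dopamine genes in P14 HC ranged from 0.186 to 0.965 and reversed with all 12 libraries (0.89) and without N5 (0.865), N6 (0.671), A13 (0.628) or A14 (0.965). Heparan sulfate genes in P14 HC ranged from 0.186 to 0.858 and reversed without N5 (0.858). The number of lists past the threshold in P35 HC ranged from 3 without B11 to 8 without N10.

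Of the Reactome pathways, 189 passed in P35 CB, 505 with fry and 0 with an estimated correlation, and 159 to 201 with single libraries left out. In P14 HC 1 pathway passed, 0 with fry, 0 with an estimated correlation and 10 with DESeq2 size factors. Without single libraries it was between 1 and 18, with 12 without N5, 18 without N6, 10 without A14 and 2 without A18. In P14 CB none passed, and 159 did without 16GsoT/T library 4. In P35 HC none passed, and 16 did without B10 and 14 without B11.

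The interaction of genotype and region gave no gene at P14 and 22 without 16GsoT/T library 4 of CB. At P35 it gave 1380, and from 868 without M28 to 1427 with single libraries left out, with 911 without C21. The interaction of genotype and age in CB gave 2934, and 2112 to 3341. In HC it gave 1 gene, 27 with no filter and 0 with at least 10 counts in every library. Leaving out single libraries gave from 1 to 67, with 3 without A18, 67 without N10, 8 without B11 and 2 without B12.

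The DEGs shared by CB and HC at P14 were 25, and 60 with DESeq2. They ranged from 7 to 28 with single libraries left out, with 7 without N4, 13 without N5, 10 without A13 and 7 without A14. At P35 there were 8, and 15 with DESeq2, with a range from 4 to 53. They were 15 without M27, 4 without M28, 4 without M29, 5 without C19 and 4 without C21 of CB, and 53 without N10, 5 without W481, 19 without B11 and 4 without B12 of HC.

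The odds ratio of DEGs on chromosomes 5 and 8, each compared with the other chromosomes, had an adjusted p of 0.789 or more in each comparison, and its direction was not stable. On chromosome 5 it was 1.05 in P14 CB and 0.729 with DESeq2, 1.04 in P35 CB and 0.86 with the limit on fold change, 1.17 in P14 HC and 0.734 with the limit on fold change, and 0 in P35 HC and 1.10 with DESeq2. On chromosome 8 it was 0.489 in P14 HC and 1.10 with DESeq2, and 1.11 in P35 HC and 0.864 with DESeq2.

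The P35 HC libraries had the fewest reads, down to 2563968 on genes, and the largest spread between mice, with a biological coefficient of variation of 0.125. There 1179 genes had an unadjusted p under 0.05 and 18 were DEGs. Lower depth alone is argued against as the reason for fewer DEGs than in P35 CB, where 3946 were called at the depth of P35 HC.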

Differences from the paper's values

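Each of the 6 signed fold changes that the paper's text gives for *Galnt17* and *Auts2* was compared with the value computed here, and none of them differed by the rule used, which asks for a difference above the error. The paper's values were -2.07, -1.24, -1.38 and -1.54 for *Galnt17* in P14 CB, P35 CB, P14 HC and P35 HC, against -2.07, -1.24, -1.38 and -1.53 here. For *Auts2* they were 1.38 in P35 CB and -1.38 in P14 HC, against 1.38 and -1.42. Of the alternatives set beforehand, leaving out WT library N6 gave -1.50 for *Auts2* in P14 HC, which differs from the paper's value. Library batch as a covariate gave -1.34 for *Galnt17* in P35 HC, which also differs, but there N10 is the only WT library compared.

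Several genes that the paper counts among the DEGs were not past the threshold here. The paper reports *Galnt17* as significantly lower in P35 HC, and here it was lower with an edgeR adjusted p of 0.12. It was called with DESeq2, with the classic exact test, with no filter on low counts, with all 12 libraries fitted together, and without WT library N10 or 16GsoT/T library B11. The paper names *Fos* as up-regulated in both regions. Here it was called in P35 CB, and elsewhere not, with an edgeR adjusted p of 0.0729 in P14 CB, 0.487 in P14 HC and 0.472 in P35 HC. *Fos* was called in P14 CB with DESeq2, with the classic exact test, with no filter and without WT library 3. It was called in P14 HC without WT library N6, and in P35 HC with no filter and without WT library N10.

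The paper lists *Hif3a* and *Prodh* as lower in both regions at P14. *Hif3a* was called in P14 CB, but in P14 HC its edgeR adjusted p was 0.0684, and it was called there with DESeq2, the classic exact test, no filter and all 12 libraries. *Prodh* had an edgeR adjusted p of 0.205 in P14 CB, where DESeq2, the classic exact test and the fit without 16GsoT/T library 4 called it. In P14 HC it had 0.057, and DESeq2, the classic exact test, no filter and the fit without WT library N5 called it. The paper reports lower *Drd2* and dopamine signaling in P14 HC. Here *Drd2* had an edgeR adjusted p of 0.29, no setting called it, and the dopamine list had a camera adjusted p of 0.878. Of the granule cell markers in P14 HC, for which the paper reports lower expression, *Prox1* (edgeR adjusted p = 0.106) was called with DESeq2, the classic exact test and without WT library N6, *Calb1* (edgeR adjusted p = 0.11) with DESeq2 and the classic exact test, and *Neurod1* (edgeR adjusted p = 0.141) without WT library N6. *Calb2* (edgeR adjusted p = 0.423) was called with no setting. The paper also counted cells with antibodies, which measures protein in single cell types rather than RNA of the whole HC. It reports fewer DRD2+ mossy cells and fewer CalR+ and CalB+ cells in 16GsoT/T at P14. At P35 it reports more cFOS+ cells in DG and CA1. These counts were not analysed here.

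The paper names all 17 glycosylation genes as DEGs of CB. *Fut10* and *Gcnt1* were called in P14 CB and the other 15 in P35 CB, so in the main fits each was called at one age. *Gcnt1* was also called in P35 CB with no filter and without 16GsoT/T library C19. *Extl1* and *Ndst3* were also called in P14 CB with DESeq2, the classic exact test and all 12 libraries, and *Extl1* with no filter. The paper reports myelin genes as higher in P35 CB, and here the 5 myelin DEGs of that comparison were lower, with a camera adjusted p of 0.298 for the list. It reports cilium genes as lower in P35 CB, where 3 DEGs of the cilium list were lower and 2 higher (camera adjusted p = 0.884). It reports enrichment of hypoxia genes among the lower DEGs and of heparan sulfate genes among the higher DEGs of P14 HC. These lists did not shift as a whole here (camera adjusted p = 0.274 and 0.55), which is another measure than enrichment among DEGs. The DEGs they held lay in the paper's direction, 1 lower of 15 hypoxia genes and 2 higher of 24 heparan sulfate genes. Enrichment among DEGs was not tested. For the postsynaptic density and the IEGs in P35 HC, the lists shifted in the paper's direction with camera, but no gene of either list was a DEG.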

Other observations

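The tests on the striatal genes, on the cilium genes and on the IEGs were chosen after the results were seen.

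The lower mean of *Drd2* in 16GsoT/T P14 HC rests on WT library N4. The striatal list was highest in N4 for 12 of 14 tested genes, with a median of 2.22 log2 CPM above the other WT libraries. A candidate explanation is striatal tissue in this library. Without N4 the log2 fold change of *Drd2* was -0.18. The other explanations for N4, such as a mislabelled sample, were not tested.

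The motile cilium genes that were higher in P14 HC might come from choroid plexus tissue in the dissected samples. The same source may explain the choroid plexus genes in P35 HC. In P35 HC, where those genes rose most, the cilium list did not shift (camera adjusted p = 0.394), which does not decide the question for P14.

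The IEGs were higher in each of the 4 comparisons, and time of day of dissection may matter for them. The clock lists did not pass in any comparison, with 0.343 as the smallest camera adjusted p, which leaves this open. Camera tests a common direction, and in P35 CB clock genes moved both ways. Of 10 clock output genes there, 3 were higher and 3 lower DEGs, and of 4 antiphase genes, 2 were higher and 1 lower.

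Of the check lists, 5 passed in no comparison. Their camera adjusted p ranged from 0.343 to 0.759 for clock output, from 0.394 to 0.878 for clock genes in antiphase, from 0.117 to 0.884 for oligodendrocyte precursors, from 0.313 to 0.7 for Bergmann glia and from 0.187 to 0.884 for striatal projection neurons.

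Of the other lists, dopamine signaling ranged from 0.37 to 0.884, response to hypoxia from 0.117 to 0.967 and heparan sulfate biosynthesis from 0.295 to 0.796. The disease genes named in the paper passed in P14 CB (camera adjusted p = 1.67e-05) and in P14 HC (camera adjusted p = 0.00105), in each with 5 of 6 genes lower, and they were chosen by the paper on these libraries.

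Within 5 Mb of the chromosome 5 breakpoint, 2 of 79 tested genes were DEGs in P14 CB, 26 of 72 in P35 CB, 2 of 80 in P14 HC and 0 of 73 in P35 HC. Around the chromosome 8 breakpoint these were 0 of 46, 14 of 41, 0 of 42 and 0 of 41.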
